# Mild temperatures differentiate while extreme temperatures unify gene expression profiles among populations of *Dicosmoecus gilvipes* in California

**DOI:** 10.3389/fphys.2022.990390

**Published:** 2022-10-05

**Authors:** Emily E. King, Jonathon H. Stillman

**Keywords:** gene expression, caddisfly, thermal, ectotherm, warming, local adaptation, acclimation, acclimatization

## Abstract

Accurately predicting the effects of future warming on aquatic ectotherms requires an understanding how thermal history, including average temperature and variation, affects populations of the same species. However, many laboratory studies simplify the thermal environment to focus on specific organismal responses and sacrifice environmental realism. Here, we paired laboratory-based transcriptomic RNA-seq analysis to identify thermally responsive genes with NanoString analysis of a subset of those genes to characterize natural field-based variation in thermal physiology among populations. We tested gene expression responses of three populations of field-acclimatized larval caddisflies (*Dicosmoecus gilvipes*) from streams in different eco-regions (mountain, valley, and coast) following exposure to current and future summertime temperatures. We hypothesized that distinct thermal histories across eco-regions could differentiate populations at baseline “control” levels of gene expression, as well as gene expression changes in response to daily warming and heat shock. Population-specific patterns of gene expression were apparent under the control and daily warming conditions suggesting that local acclimatization or local adaptation may differentiate populations, while responses to extreme temperatures were similar across populations, indicating that response to thermal stress is canalized. Underlying gene co-expression patterns in the daily warming and heat shock treatments were different, demonstrating the distinct physiological mechanisms involved with thermal acclimatization and response to thermal stress. These results highlight the importance and limitations of studies of the thermal biology of wild-caught organisms in their natural environment, and provide an important resource for researchers of caddisflies and aquatic insects in general.

## Introduction

Predicting the responses of aquatic ectothermic animals to changing temperature regimes is critical for managing biodiversity in the future. Temperature influences many vital aspects of physiology, development, and life history, and ultimately shapes biogeography (Sweeny et al., 1992; Gillooly et al., 2001; Seebacher et al., 2015). Animals can deal with changes in temperature at different time and biological scales. At the organismal level, animals can acclimate or adjust their physiology after long-term exposure to a thermal stimulus (days to weeks) (Bowler, 2005; Angilletta, 2009; Shah et al., 2017). Organisms from more variable environments are expected to have a greater capacity for acclimation than organisms in stable environments (Shah et al., 2017). Warm acclimated individuals are expected to have higher thermal tolerances than cold-acclimated individuals. In freshwater organisms specifically, this results in decreased thermal sensitivity of organismal traits to further warming for already warm acclimated populations (Seebacher et al., 2015). At the biochemical level, organisms can change the regulation of gene expression in response to thermal exposures. Specifically, expression of heat shock proteins and other molecular chaperones, macromolecules that quickly protect damaged or denaturing proteins, is a reliable indicator of rapid temperature changes (over hours) (Feder and Hoffman, 1999; Dahlhoff, 2004; Somero, 2005; Somero, 2010).

Thermal history is made up of both average temperatures and thermal variation and can lead to sustained differences in physiological responses between environments or populations. Protein expression of aquatic stonefly species in Japan differs along stream temperature gradients that covary with latitude and elevation. Protein expression was more similar between species with shared thermal history than within a species across regions (Gamboa et al., 2017). Acclimation to different thermal histories can also cause warm-acclimated populations to induce heat shock protein expression at higher temperatures than cold-acclimated populations (Bowler, 2005). What may appear as a muted response to a temperature change in one population may indicate a warmer thermal history. Thermal history plays a critical role in our ability to forecast future responses to temperature change in wild populations.

Physiologists often acclimate animals to constant temperatures before an experiment and use “average” conditions as the experimental treatments (e.g., average summer temperature vs. average winter temperature) (Morash et al., 2018). In these highly controlled lab studies, we can focus on responses to a particular stimulus without certain complexity (e.g., individual variation, temperature variation), but this simplicity comes at the cost of biological realism. Stable laboratory conditions mask thermal history and rarely elicit responses similar to those measured under fluctuating conditions (Denny, 2017; Morash et al., 2018; Marshall et al., 2021). One solution is to study animals in their natural, variable environments to understand how thermal history affects the response of different populations. To make the best conclusions about future changes in biogeography and population dynamics under future warming conditions, we need to make population-level inferences under realistic conditions (Pörtner and Knust, 2007; Dong et al., 2015; Morash et al., 2018).

Caddisfly larvae are an integral element of California river ecosystems. *Dicosmoecus gilvipes* occur in various eco-regions of California, including mountain, valley, and coastal populations experiencing different thermal means and variabilities. Mountain streams freeze over then warm dramatically through the summer, while coastal streams stay within a much warmer, narrower temperature range. Future warming is likely to raise the maximum water temperatures in all eco-regions (Null et al., 2013). Temperature has clear effects on the physiology and life history of *D. gilvipes*. Larvae develop faster in stream regions with a higher number of degree days until they disappear in the most downstream regions (Hannaford, 1998; Resh et al., 2011). There is low gene flow between populations due to a short-lived adult stage (∼2 weeks) and short-range mating cues (Resh and Wood, 1985; Peterson et al., 2017), thus separating populations genetically and by thermal environment. Therefore, *D. gilvipes* is a good model for understanding how temperature warming will impact wild, free-living aquatic animals with different thermal histories.

This study tests the hypotheses that wild populations of larval *D. gilvipes* will differ in baseline gene expression and responses to current and future warming scenarios due to differences in thermal history. Specifically, we expect that 1) populations from warm locations will have less thermally sensitive gene expression responses, 2) that the more extreme warming scenario will generate more extreme transcriptional responses, 3) that long and short summer acclimatization will generate different transcriptional responses, and that 4) gene co-expression will be similar between warming scenarios. To test these hypotheses, we assayed the expression of thermally sensitive mRNA transcripts in three populations of field acclimated *D. gilvipes* from three eco-regions at two dates through the summer.

## Materials and methods

### Animal collection and thermal exposure

We collected larval *Dicosmoecus gilvipes* (Hagen, 1875) from three distinct populations at stream sites within the University of California Natural Reserve System. Larvae in the fifth (terminal) instar stage were collected by hand in the morning on the day of each experiment from Angelo Coast Range Reserve (39.7186°, −123.6528°), Sagehen Creek Reserve (39.4333°, −120.2407°), and Landels-Hill Big Creek Reserve (36.071298°, −121.599153°) (Figure 1A). Larval stage was determined by case-building materials (Resh et al., 2011; Holomuzki et al., 2013). Thermal stress experiments were performed streamside May-June of 2013 (Table 2). The experiment was run twice at the Angelo site (i.e., “Angelo early,” “Angelo late”) just under 1 month apart to measure the effects of seasonal acclimatization on the same population. Stream temperatures for the 30 days preceding each experiment were obtained from stream sensor data collected by other researchers (Table 1; Figure 1B). These sites represent three temperature regions in California: mountain (Sagehen, elevation 1972m), valley (Angelo), and coastal (Big Creek).

**FIGURE 1:**
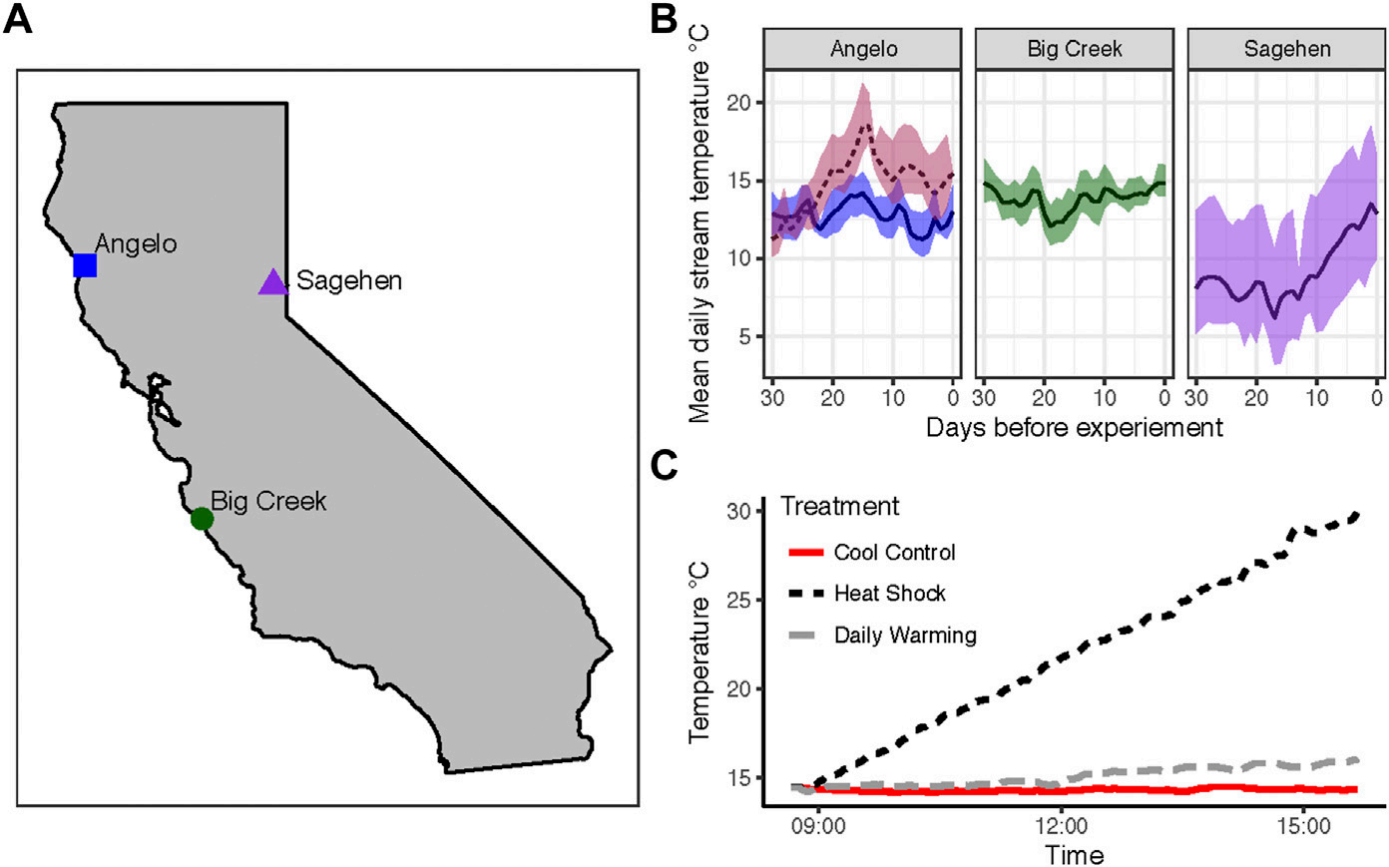
Thermal histories and experimental exposures of larval *Dicosmoecus gilvipes* caddisflies **(A)** Three California populations used in this study and **(B)** stream temperatures at each of these sites in the 30 days before the experiment. The data represent the following dates from each site: Angelo (4/29/13–5/29/13 and 5/24/13–6/22/13) in blue and pink, respectively, Big Creek (5/10/13-6/9/13) in green, and Sagehen (5/12/13–6/11/13) in violet. The solid line represents the mean daily stream temperature. The shaded area around the line indicates the daily temperature range **(C)** Example of experimental temperature treatments from Big Creek (6/9/13). Colors and line types represent the warming treatment.

**TABLE 1:** Stream temperatures in the field for 30 days before collection (°C).

Site	Avg. Daily Temp	Avg. Daily Max	Avg. Daily Min	Avg. Daily range	Absolute Max	Absolute Min	Source	Date range
Angelo	12.8	14.0	11.7	2.4	15.6	10.1	Berkeley Sensor Database^a^	4/29–5/29/2013
Big Creek	13.8	15.0	12.8	2.2	16.4	10.9	NOAA Fisheries, Santa Cruz^b^	5/10-6/9/2013
Sagehen	9.19	13.9	6.1	7.9	18.5	3.2	USGS NWIC^c^	5/12–6/11/2013
Angelo	14.9	17.0	13.6	3.4	21.2	10.1	Berkeley Sensor Database^a^	5/24–6/22/2013

a http://sensor.berkeley.edu/cgi/sensor_query2?view=check_password&Access=4&username=Guest+User&MC_Name=Angelo+Reserve&VariableCode=Water+Temp+C&ONEVAR=1.

b Personal communication with Dave Rundio.

c https://waterdata.usgs.gov/ca/nwis/uv/?site_no=10343500&PARAmeter_cd=00065,00060.

Three to four individual caddisflies were held in continuously aerated 1 L glass jars inside one of three insulated water coolers to maintain specific temperatures (Table 2). We collected a small number of individuals for each treatment due to the availability of appropriate larval stage on the experimental dates. Cooler temperatures were manipulated to represent three temperature treatments: a cool control, gradual warming mimicking the daily increase in stream temperature, or a heat shock to 30°C. We will refer to the treatments as “cool control,” “daily warming,” and “heat shock.” The cool control treatment was held at the temperature of the stream at the time the caddisflies were collected in the morning (Table 2; Figure 1C) for the duration of the experiment, approximately 9 h. The daily warming treatment matched the warming stream through the day by measuring the temperature of the stream every 2 minutes with an Omega HH603A handheld thermometer. The temperature of the treatment water was manipulated manually by adding hot water or bags of ice into the outer chamber of the cooler to achieve a temperature matching the stream. Each site had a slightly different natural warming profile, but endpoint temperatures were between 15° and 17°C (Table 2). The heat shock treatment water was warmed from the control temperature to 30°C at a rate of approximately 3 C/h. The maximum temperature, 30°C, reflects the annual maximum temperature observed at the Angelo Coast Reserve plus a 4°C warming based on end-century climate change predictions (Hannaford, 1998; IPCC, 2019). After a 1-h exposure to the maximum temperature of the respective treatment, individuals were removed from their case, blotted dry, flash-frozen in liquid nitrogen, and stored at −80°C prior to RNA extraction. There were no mortalities in any treatment at any site.

**TABLE 2:** Experimental temperatures treatments (°C) and number of individuals analyzed in parentheses.

Site	Experiment date	Control	Daily warming	Heat shock
Angelo early	29 May 2013	12°(3)	12°–15°(3)	12°–30°(4)
Sagehen	9 June 2013	13°(4)	13°–17°(4)	13°–30°(3)
Big Creek	11 June 2013	14°(4)	14°–16°(4)	14°–30°(3)
Angelo late	22 June 2013	14°(4)	14°–17°(4)	14°–30°(2)

### Selection of biomarkers

Target genes were chosen for NanoString analysis from among the most differentially expressed genes in a laboratory temperature exposure RNA-Seq experiment (Supplementary Material; Supplementary Figures S1, S2; Supplementary Table S1) ([*D. gilvipes* transcriptomic response] Stillman, 2022). 

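The laboratory experiment compared thorax RNA of larvae in the fifth instar held at 15.5, 20, 25 or 28.6°C, with 5 libraries per temperature and 20 libraries in all. The library table of the supplement lists RNA of 8 larvae in 1 pool for each temperature, while its text speaks of 5 independent pooled samples made from equal amounts of RNA of each individual. On either reading the 5 libraries of a temperature hold the same animals, so the spread between them reflects library preparation, counting and the assignment of reads, and not variation between animals. Tests between temperatures therefore compare pools of larvae. The authors trimmed the reads, joined overlapping pairs, assembled a transcriptome without a reference genome, mapped each library to it and estimated a count and an FPKM value for every contig. The estimated counts summed to between 6756103 and 14236152 per library. The median was 7946192 at 15.5°C, 9970348 at 20°C, 8008974 at 25°C and 8343043 at 28.6°C. These estimated counts were rounded to whole numbers and normalized by edgeR's TMM method. Expression is given as CPM, the counts that edgeR's cpm function returns relative to the TMM-scaled library size. All 20 libraries entered 1 quasi-likelihood fit with a coefficient per temperature, from which the 6 pairwise comparisons were drawn. A transcript was called differentially expressed by the supplement's criteria, a Benjamini-Hochberg adjusted p below 0.05 together with a fold change of at least 4 or at most 0.25. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of its F statistic. Transcripts are named by the contig identifiers and the names of Supplementary Table S2, or by the annotation in the authors' deposited table, which gives the best protein match in another species.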

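Of the 31 target transcripts in Supplementary Table S2, 30 were abundant enough to be tested. The remaining contig, listed as a copper chaperone (comp58560_c3_seq5), had 124 estimated counts over all 20 libraries. Transcripts were ranked by their F statistic for any difference among the 4 temperatures. The 30 targets lay at a median percentile of 98.7 among all transcripts tested, and 28 of them lay at or above percentile 90. The highest was hsp23 (comp54992_c0_seq1) at percentile 99.98 and the lowest was PGM (comp63948_c2_seq1) at 54.4. A fold change past both criteria was found in at least 1 of the 6 comparisons for 28 targets, and 29 of the 31 are listed in the authors' deposited table of differentially expressed transcripts. Summing the counts of all contigs that belong to the same Trinity subcomponent, which groups contigs assembled from one set of overlapping reads, gave a median percentile of 98.1 and a lowest percentile of 17.5. The targets had been chosen on these same libraries, so the ranks are not independent evidence for the list.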

Reference candidate genes were selected based on the lowest coefficient of variation in FPKM (fragments per kilobase of exon per million fragments mapped) values from the same RNA-Seq experiment with a range of expression levels and reasonable biological function (i.e., transcription apparatus, cytoskeleton). 

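Over the 20 libraries, the coefficient of variation of FPKM was 22.7% for elongation 1B (comp51037_c0_seq1), 21.6% for troponin (comp62634_c1_seq14) and 21.3% for the reference without annotation (comp60946_c5_seq1). Mean FPKM was 381.9, 894.1 and 101.1, respectively. Among the retained transcripts the coefficient of variation had a median of 54.9% and a lowest value of 11.4%. The references lay at percentiles 0.512, 0.280 and 0.249, with 149, 81 and 72 transcripts below them. The spread was widest at 20°C, where FPKM of troponin was 709 ± 321 (SD, n = 5 libraries), against 928 ± 63.0 (SD, n = 5) at 15.5°C and 931 ± 70.3 (SD, n = 5) at 28.6°C. The coefficients rest largely on replicate 4 of 20°C, without which they were 13.0%, 12.5% and 13.6%, at percentiles 0.126, 0.0683 and 0.171. For elongation 1B and troponin the percentile moved most when each was compared only with transcripts of mean FPKM within a factor of 4, to 5.00 and 2.52. For the unannotated reference it moved most in TMM-scaled CPM, to 3.49. In the edgeR fit, adjusted p for any difference among the 4 temperatures was 0.0953 for elongation 1B, 0.00179 for troponin and 0.0169 for the unannotated reference. At 28.6°C against 15.5°C the log2 fold change of troponin was 0.28 (standard error 0.079, adjusted p = 0.00746 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of the unannotated reference was 0.29 (standard error 0.11, adjusted p = 0.0399 from the same edgeR test). Elongation 1B changed by 0.13 (standard error 0.094, adjusted p = 0.269 from the same edgeR test). With library size as the only scaling these became -0.02 for troponin, -0.01 for the unannotated reference and -0.17 for elongation 1B, none of them past the threshold. With the library set as a covariate, troponin changed by 0.18 (adjusted p = 0.0779 from edgeR) and the unannotated reference by 0.32 (adjusted p = 0.0589 from edgeR). Summed over its subcomponent, troponin changed by 0.60 (adjusted p = 2.5e-10 from edgeR). Neither met the criterion of a 4-fold change, so neither was called differentially expressed. The direction and an adjusted p below the threshold were kept in 40 of 45 alternatives for troponin and in 32 of 46 for the unannotated reference. The latter also lost the threshold without any 1 of replicates 1, 2, 4 and 5 of 15.5°C and replicates 2 and 3 of 28.6°C. Its adjusted p was then between 0.0510 and 0.0977 from edgeR. At 20°C against 15.5°C the changes were larger, 0.25 for elongation 1B (adjusted p = 0.0492 from edgeR), 0.41 for troponin (adjusted p = 0.00056 from edgeR) and 0.44 for the unannotated reference (adjusted p = 0.0054 from edgeR), and with library size only they became -0.59, -0.43 and -0.38. Without the contigs that resemble ribosomal RNA, an alternative chosen after the data were seen, elongation 1B changed by 0.24 and no longer passed the threshold (adjusted p = 0.0596 from edgeR). No counts of the troponin contig were unique to it, and its subcomponent holds 14 contigs.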

Thirty-one NanoString targets were selected, representing both those that increased and decreased with warming, to be normalized to the three reference genes described above (Supplementary Table S2).

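At 28.6°C against 15.5°C, each of the 30 tested targets moved in the direction that Supplementary Table S2 expects with heat, 13 upward and 17 downward. In 29 of them the edgeR adjusted p was below the threshold over all transcripts tested, and in 30 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The exception was PGM, with a log2 fold change of -0.63 (standard error 0.28, adjusted p = 0.0721 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were all shared with other contigs. The criterion of a 4-fold change was also met by 7 of the 13 targets that rose and by 10 of the 17 that fell. All 13 rising targets and 16 of the 17 falling ones had no overlap between the 5 libraries of the 2 temperatures, which chance would give in 0.794% of transcripts. Log2 fold changes of the rising targets ran from 0.39 in hsp70-3 (comp58617_c2_seq1) to 12.08 in hsp70 (comp64140_c1_seq7), with a median of 2.17. Those of the falling targets ran from -0.63 in PGM to -6.59 in zonadhesin (comp62844_c0_seq3), with a median of -2.23. The small heat shock protein hsp23 rose from 57.2 ± 1.10 CPM (SD, n = 5 libraries) at 15.5°C to 1692 ± 64.4 (SD, n = 5) at 28.6°C, a log2 fold change of 4.89 (standard error 0.055, adjusted p = 1.2e-21 from the same edgeR test). All of its counts were unique to its contig. The larger change of hsp70 rests on 9 counts over the 5 libraries at 15.5°C, and only 2.90% of its counts were unique to its contig. Summed over the 9 contigs of its subcomponent, hsp70 rose by 2.95 on the log2 scale, and without replicate 2 of 15.5°C the change of the contig alone was 13.46. Zonadhesin fell from 112.7 ± 2.52 CPM (SD, n = 5) to 1.17 ± 0.914 (SD, n = 5), with 21.2% of its counts unique. Procollagen (comp61977_c0_seq1) fell by 2.51 as a contig and rose by 0.71 when its subcomponent was summed. Summing the subcomponent also took TAM41 from 2.17 to 0.51, mobility group from -5.69 to -1.80 and RNA-binding from -2.53 to -0.49. With sums, 13 targets met both criteria, against 17 as contigs. Sums also hold the counts of other contigs. Counts unique to the contig made up 97.0% in procollagen, 97.6% in TAM41, 16.8% in mobility group and 43.1% in RNA-binding. With unique counts alone, procollagen changed by -2.56, TAM41 by 2.12, mobility group by -5.45 and RNA-binding by -2.12. With library size as the only scaling, the rises of hsp10 (0.59, adjusted p = 0.0660) and hsp70-3 (0.09, adjusted p = 0.804) no longer passed edgeR's threshold, while the median of all transcripts moved to -0.29. From the RNA-seq experiment the paper takes these 31 transcripts as ones that increase or decrease with warming.

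**Figure D1:**
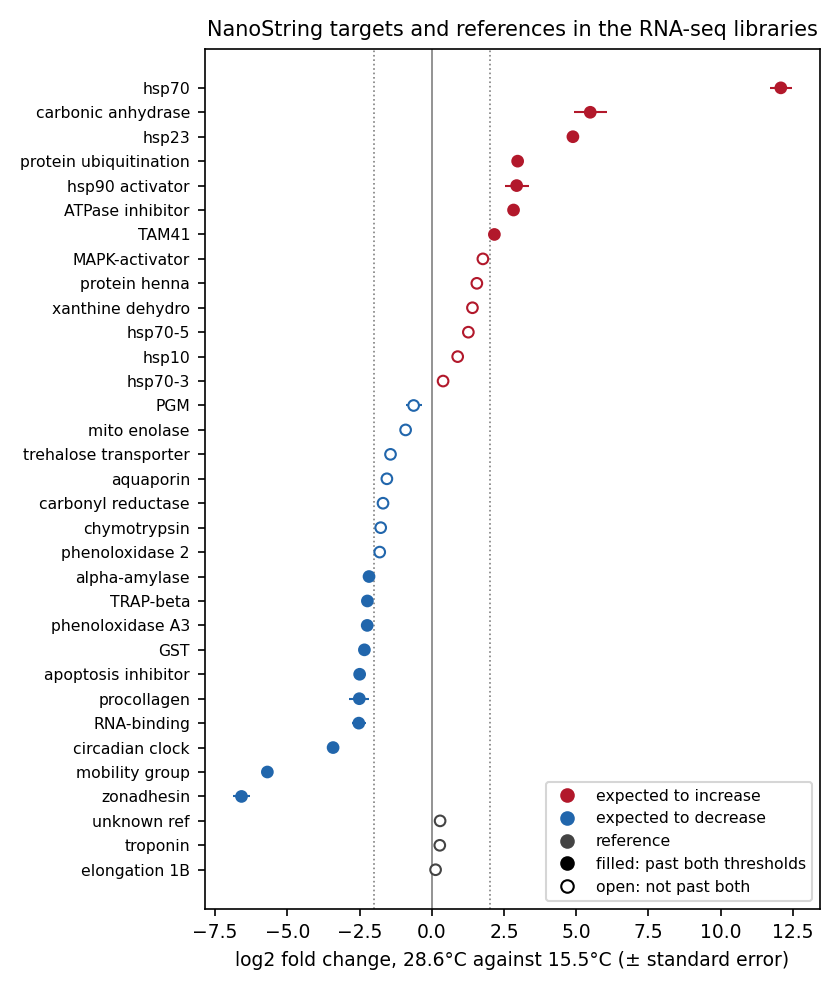
Log2 fold change at 28.6°C against 15.5°C (horizontal axis) of the 30 tested NanoString targets and the 3 references, with bars for the standard error; filled points passed both criteria and dotted lines mark a 4-fold change. The rising targets lie between 0.39 and 12.08, the falling ones between -6.59 and -0.63, and the references between 0.13 and 0.29.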

### RNA preparation

Head and thorax tissues were homogenized with stainless steel ball bearings (3 mm, McMaster Carr) in Tri Reagent (Molecular Research Center, United States) using a TissueLyser II (Qiagen). RNA was isolated according to the manufacturer’s recommended protocol, using bromochloropropane (BCP, Molecular Research Center, United States) for phase separation and isopropanol for RNA precipitation (Chomczyński and Sacchi, 1987). RNA quality and quantity were measured with a Bioanalyzer (Agilent). Only samples with little to no degradation and adequate concentration were used in downstream steps.

DNA-free RNA was prepared by mixing 5 µg of RNA, 5 µl of 10x reaction buffer (Thermo Scientific, 100 mM Tris-HCl, 25 mM MgCl_2_, 1 mM CaCl_2_) and 5 U of DNase I enzyme (Thermo Scientific). RNase-free water was added to a final volume of 55 µl. The DNase reaction proceeded at 37°C for 30 min and was stopped by adding 5 µl of 50 mM EDTA with heating at 65°C for 10 min. The DNA-free RNA was stored at −80°C.

### NanoString expression and data quality control

Gene expression was measured using the nCounter System (NanoString Technologies) (Geiss et al., 2008). Some of the RNA extracted from each caddisfly sample was diluted with RNase-free water to a concentration of 20 ng/μl in a final volume of 20 µl. Samples were then sent to NanoString Technologies in Seattle, WA, USA for processing and gene expression quantification. This method allows for many genes to be analyzed at once without cDNA reverse transcription or amplification to reduce bias in counts of rare or abundant transcripts. The resulting expression data were background corrected by subtracting the mean plus two standard deviations of the negative controls. Transcripts with post-background correction expression values in the negative range were excluded. Expression levels of the remaining transcripts were normalized to the geometric mean of the three reference genes for that individual and log-transformed.

### Data analysis

All analysis was completed in the R Computing Environment (R Core Team 2018). Principal components analysis using the “pcaMethods” package in R (v1.72.0, Stacklies et al., 2007) was used to identify potential population-level differences in the entire suite of genes. The data were mean-centered and scaled using the Pareto scaling method prior to running the principal components analysis. The Pareto method scales the data with the square root of the standard deviation (Eriksson et al., 1999). We tested for statistical differences in PC scores between groups using a MANOVA with the Wilks *λ* test statistic. One analysis compared the first sampling date at all sites and the second analysis compared the two sampling dates from Angelo (early and late). The model structures were: PC1+PC2∼Population*Treatment and PC1+PC2∼Date*Treatment. We ran univariate ANOVAs on the significant components of the MANOVA to do Tukey’s multiple pairwise comparisons (Supplementary Table S2). We excluded one individual (from Sagehen control) from the PCA analysis because inspection of residuals suggested that it was a multivariate outlier and thus violated the assumptions of MANOVA (Supplementary Figures S3, S4). The overall conclusions did not change when this outlier was excluded, and normality of residuals was improved (Supplementary Figure S4).

To focus on the responses to the two warming scenarios, we analyzed the change in expression between the cool control and each of the warming treatments. For each transcript, the average expression level for that population under control conditions was subtracted from each individuals’ warming response to give Δ expression, separately for daily warming and heat shock. The resulting positive values indicate increased expression under a warming treatment, while negative values indicate decreased expression relative to the control. This procedure was performed for the daily warming treatment and the heat shock treatment. Comparisons between sites within one warming treatment and between warming treatments were made using Kruskal-Wallis tests and Nemenyi post-hoc tests to handle non-parametric datasets.

Heatmaps were created with “heatmap3” (v1.1.9, Zhao et al., 2021). Dendrograms clustered rows of genes by similarity of Δ expression from the treatment control. The colors of the heat map cells represent the magnitude and direction of the change in expression, scaled and centered by row.

Gene co-expression matrices were created for each warming treatment using “corrplot” (v0.84, Wei and Simko 2016). Matrix data were Pearson’s correlations of gene expression in each treatment and were ordered by gene function. The threshold for a significant correlation was *α* = 0.05. Populations were combined to provide a sufficient sample size for correlation analysis. Clusters of important genes were identified by visual inspection.

## Results

### Thermal history

In the month preceding the first round of sampling, the stream temperature was very similar at Angelo (valley) and Big Creek (coastal) (Table 1; Figure 1B). Stream temperature at Sagehen, a montane site, is characterized by much lower minimum temperatures and a much larger daily temperature range. At Sagehen, there was also a sustained warming trend in the 10 days before the experiment (Figure 1B). A few days before the experiment, maximum daily water temperatures exceeded the temperature of the daily warming treatment for that population (Tables 1, 2). The mean temperature preceding the Angelo “late” sampling was 2°C warmer with a wider range and higher maximum temperature relative to the Angelo “early” sampling. Fifteen days before the Angelo “late” sampling time, maximum temperatures were higher than any daily warming treatment and were only exceeded by the heat shock treatments (Table 1).

### Gene expression differentiates populations and treatments

Population, treatment, and their interaction had significant effects on PCs 1 and 2 for the first sampling time from all populations (Figure 2A; Tables 3A,B). PC1 represented 28% of the variation in expression, while PC 2 represented 15% of the variation. Differences along PC1 were significantly positively correlated with 4 of 5 heat shock proteins in our study (Supplementary Figure S5). PC1 was negatively correlated with *apoptosis inhibitor* and *circadian clock protein*. PC 2 was positively correlated with a suite of genes containing metabolic genes and molecular transporters, among genes of other functions. Broadly, all treatments in the same populations grouped together (Figure 2A). Angelo typically had low PC1 scores and high PC2 scores. Big Creek had significantly lower PC2 scores than the other populations (Supplementary Table S3B). Sagehen had medium to high PC1 scores significantly different from the other populations (Supplementary Table S3A). When the treatments are compared separately, they group by population in the control and daily warming treatments, but not in the heat shock treatment (Figures 2B–D).

**FIGURE 2:**
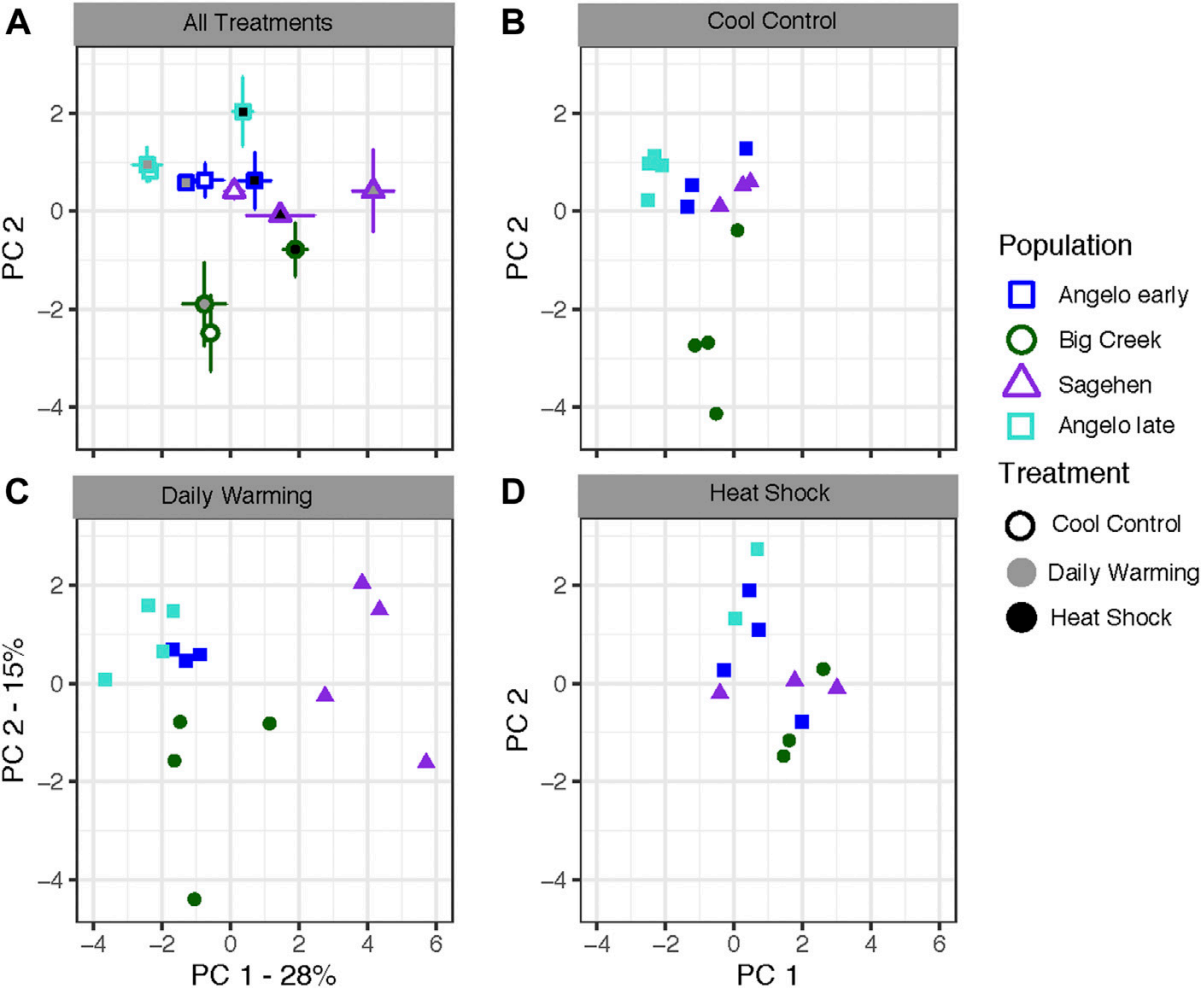
Gene expression analysis of *Dicosmoecus gilvipes* caddisflies exposed to three different temperature treatments. PC 1 represents 28% of the variation, while PC 2 represents 15% of the variation. **(A)** Mean PC scores for all population and treatment combinations. Points represent means with standard error bars along both axes. Point outlines represent population of origin, fill color represents the treatment **(B–D)** Individuals plotted by their scores on PC1 and PC2 in the **(B)** cool control treatment, **(C)** daily stream warming treatment, and **(D)** heat shock treatment. This analysis removed one outlier point from Sagehen control.

**TABLE 3A:** Effect of population and date on principal component scores of temperature-sensitive transcripts in *Dicosmoecus gilvipes.* Results of MANOVA tests to determine the effects of population on the early experiments.

	df	Wilks *λ*	F	Num df	Den df	*p*
Population	2	0.18238	14.0869	4	42	**2.27e-07**
Treatment	2	0.57752	3.3168	4	42	**0.019**
Population*Treatment	4	0.33791	3.7815	8	42	**0.002**
Residuals	22					

Significant results are bolded.

**TABLE 3B:** Effect of population and date on principal component scores of temperature-sensitive transcripts in *Dicosmoecus gilvipes.* Results of MANOVA tests to determine the the effect of the additional warming between the two Angelo dates.

	df	Wilks *λ*	F	Num df	Den df	*p*
Date	1	0.34354	12.4207	2	13	**0.001**
Treatment	2	0.28410	5.6949	4	26	**0.002**
Date*Treatment	2	0.77925	0.8634	4	26	0.499
Residuals	14					

Significant results are bolded.

We compared the early and late sampling times from Angelo to understand if gene expression responses to warming change with seasonal acclimatization during summer warming. The two sampling dates and the treatments significantly differed along PC1, but there was no differentiation on PC2 (date: *p* < 0.001, treatment: *p* < 0.01) (Table 3B). The Angelo “late” samples generally had lower scores on PC1 compared to the Angelo “early” samples. The daily warming treatment did not differ from the control treatment, but all other treatments were distinct from each other (Supplementary Table S3).

### Response to warming is site and treatment specific

The magnitude of changes in gene expression relative to the control treatment was larger in the heat shock treatment than the daily warming treatment (Figure 3A) (Kruskal-Wallis test, χ^2^ = 6.3835, *p* < 0.05). At Sagehen, Δ expression in the daily warming treatment is more than two times higher than at Angelo (Kruskal-Wallis test, *p* < 0.05, Table 4A). Δ expression in the heat shock treatment did not differ across populations (Kruskal-Wallis test, *p* > 0.05).

**FIGURE 3:**
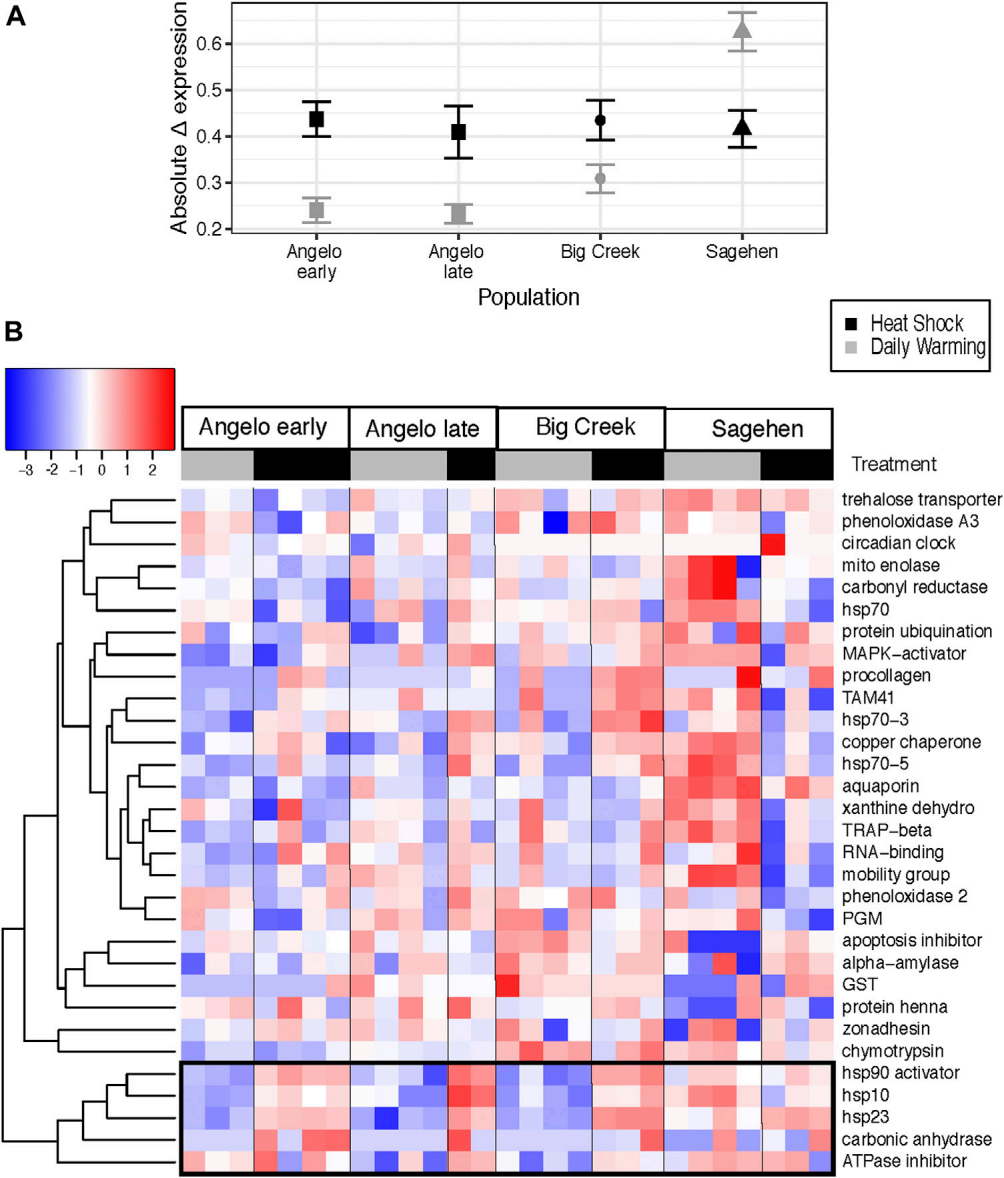
Change in expression between cool control and warming treatments for *Dicosmoecus gilvipes* from three California streams **(A)** Mean ± standard error of the absolute change in expression (Δ expression) from the control at each site and treatment. Gray points represent the daily stream warming treatment, and black points represent the heat shock treatment. **(B)** Heatmap of difference in gene transcript abundance relative to the cool control treatment. Genes are arranged in rows and grouped by similarity of induction value (dendrogram). Each column is an individual caddisfly, labeled by its warming treatment. Black and grey bars correspond to the daily warming treatment and heat shock, respectively. The colors of the heat map cells represent the magnitude and direction of the change in expression, scaled and centered by row. The black box highlights a cluster of genes with similar expression patterns (See Figure 4).

**TABLE 4A:** Effect of population and treatment on gene expression responses to warming results of Kruskal-Wallis test to determine population differences for absolute Δ expression of genes in the daily warming treatment and the Nemenyi post-hoc test.

Kruskal-Wallis test			
	χ^2^ = 60.317	df: 3	**p < 0.001**
Post-hoc comparisons using Nemenyi test			
	Angelo early	Angelo late	Big Creek
Angelo late	0.9988	—	—
Big Creek	0.0727	**0.0330**	—
Sagehen	**3.8e-07**	**4.0e-10**	**0.0064**

Significant results are bolded.

Five genes were clustered together with the most similar Δ expression profiles (Figure 3B). Three genes in that cluster are molecular chaperones (hsp10, hsp23, hsp90 activator), and the others are related to metabolism (ATPase inhibitor, carbonic anhydrase). There are significant differences in Δ expression with the main effects of population, treatment, and their interaction (MANOVA, Table 4B). Within that cluster, gene expression was generally up-regulated to a greater degree in response to heat shock than daily warming at Angelo and Big Creek, with little or no up-regulation of gene expression in response to daily warming (Figure 4). In contrast, Sagehen individuals up-regulated expression of these genes to similar levels in both warming treatments (Figure 4).

**TABLE 4B:** Effect of population and treatment on gene expression responses to warming results of MANOVA to determine the effects of population and treatment on the expression of genes grouped together in Figures 3, 4.

	df	Wilks *λ*	F	Num df	Den df	*p*
Population	3	0.15806	2.6503	15	41.81	**0.007**
Treatment	1	0.09988	27.0362	5	15	**<0.001**
Population*Treatment	3	0.15948	2.6327	15	41.81	**0.007**
Residuals	19					

Significant results are bolded.

**FIGURE 4:**
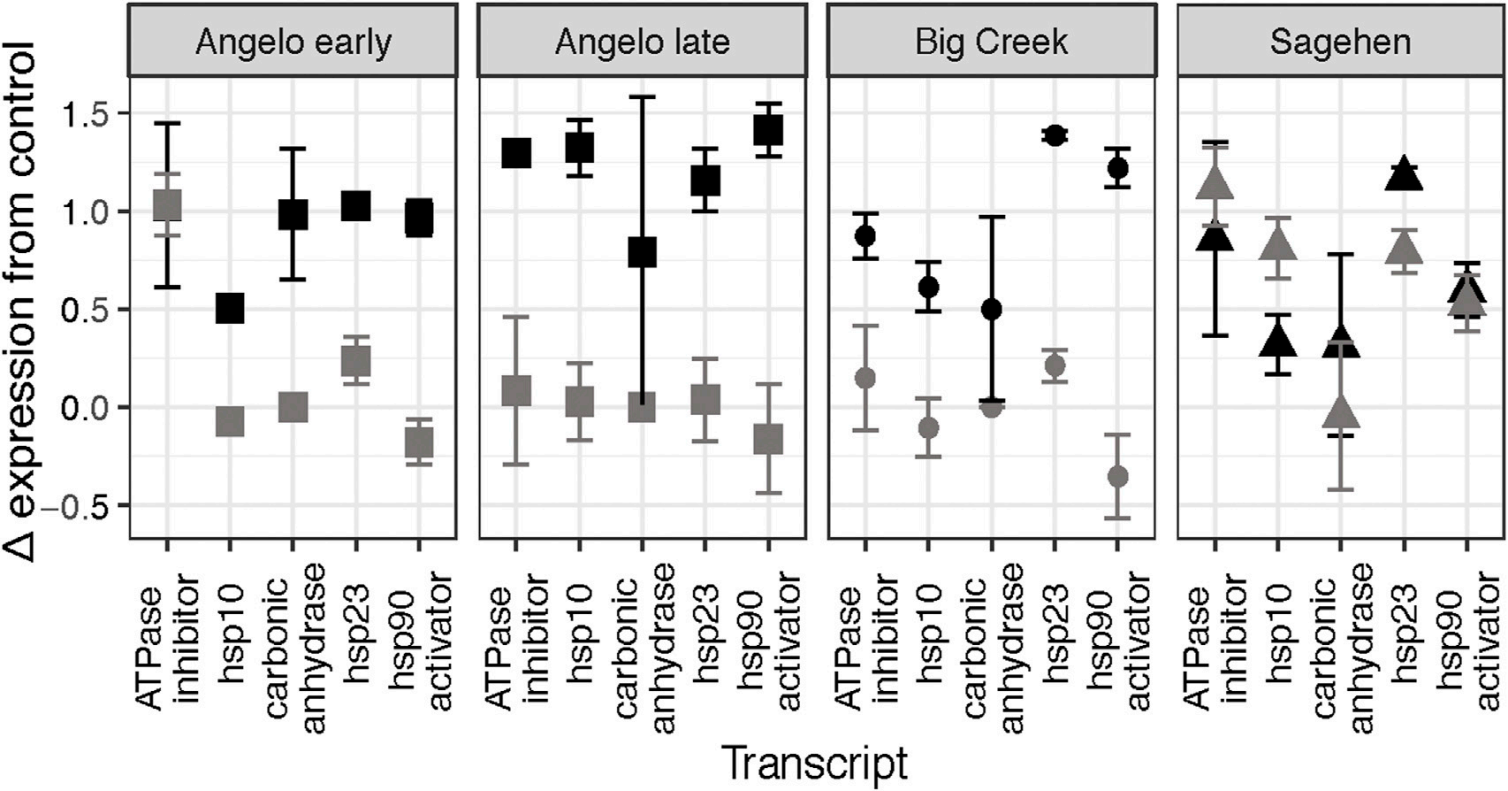
Change in expression relative to the control treatment for the five genes clustered in the box in Figure 3B for each site. The daily warming treatment is represented in gray, and the heat shock treatment is represented in black.

### Gene co-expression differs between warming treatments

We constructed co-expression matrices to explore patterns of co-regulation among genes. There were a greater number of significant correlations in the daily warming treatment than the heat shock treatment, 295 and 244, respectively (Figure 5; Table 5). Positive correlations in expression levels among genes were more prevalent under daily warming conditions than heat shock, while the number of negative correlations in expression levels was similar between treatments (Table 5). Correlations in the daily warming treatment were stronger on average than correlations in the heat shock treatment, both more positive and more negative (Table 5). In the daily warming treatment, there were three major clusters of strong positive correlations: 1) between molecular chaperones, 2) molecular chaperones and a mixed group of metabolic genes, transporters, and transcription/translation regulators, and 3) the group of metabolic genes, transporters and transcription/translation regulators with themselves. In the heat shock treatment, cluster 1was maintained (between molecular chaperones) while cluster 2 was reduced. In the daily warming treatment, there were 3 genes with strong negative correlations with many other genes: *protein henna, apoptosis inhibitor,* and *GST*. However, the sign of the correlations between protein henna and the molecular chaperones changed under heat shock conditions. *Protein henna* was positively correlated with molecular chaperones under heat shock conditions but negatively correlated with the same genes under daily warming.

**FIGURE 5:**
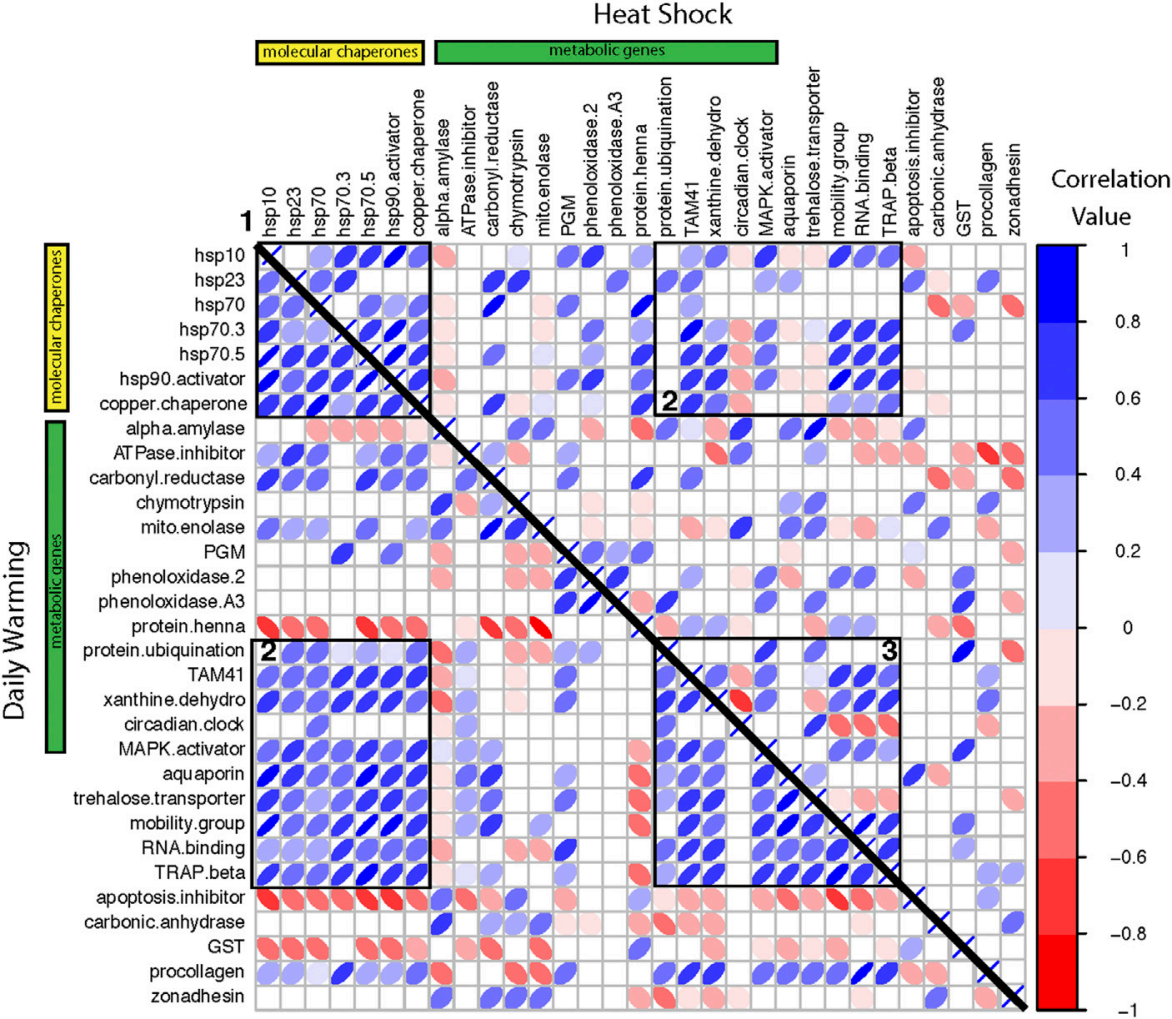
Correlation matrices of gene expression change ordered by functional category for the daily warming treatment on the lower triangle and the heat shock treatment on the upper triangle. The yellow bar indicates molecular chaperones. The green bar indicates metabolic genes. The remaining genes have various functions (see Supplementary Table S2). Each row/column is one gene-by-gene comparison. The color and width of the ellipse indicate the correlation strength and direction. Blank cells represent non-significant correlations. Numbered boxes denote clusters of strong positive correlations described in the text.

**TABLE 5:** Significant gene correlations in each warming treatment.

Treatment	Mean positive	SE positive	N positive	Mean negative	SE negative	N negative	Total significant
Daily Warming	0.552	0.013	198	−0.349	0.018	97	295
Heat Shock	0.390	0.020	152	−0.254	0.020	92	244

## Discussion

Accurately predicting the future of ectotherms to warming requires studies that include populations with distinct thermal histories to understand variations in the physiological response to warming. In the current study, we tested the molecular physiology responses of three populations of *D. gilvipes* from different eco-regions (mountain, valley, and coast) to different heat exposures. We found population-specific responses under the control and daily warming conditions, while responses to heat shock were similar across populations. In addition, underlying gene expression patterns in the daily warming and heat shock treatments were different.

### Mild temperatures differentiate populations, but extremes connect them

Under control conditions, the three populations had distinct expression profiles. As temperature-sensitive biomarkers, heat shock proteins can signal current stress or the effects of thermal history (Feder and Hoffman, 1999; Dahlhoff, 2004; King and Macrae, 2015). Given that these animals were not exposed to temperatures we expected to induce stress, differences in constitutive expression of thermally sensitive transcripts support our hypothesis that the populations experienced distinct thermal histories (Bowler 2005; King and Macrae 2015).

Thermal history likely also contributed to and magnified the gene expression responses in the daily warming treatment. There was a 5°C warming trend at the Sagehen site beginning 12 days before the experiment was performed, while the other sites stayed within 2.5°C. This rapid warming may have already induced a warming response that was magnified during an otherwise mild temperature increase that resulted in molecular chaperone expression under daily warming conditions that was greater than or equal to the expression of those genes under heat shock (Figures 3, 4). This difference between the response to daily warming at Sagehen and the other sites may also be related to differences in the thermal sensitivity of gene expression. The average Δ expression at Sagehen was two times that of other populations after a similar increase in temperature. Big Creek and Angelo are generally warmer than Sagehen throughout the year. This supports our hypothesis that warm-adapted populations would be less thermally sensitive and exhibit a more muted expression response to warming. Similarly, the common killifish, *Fundulus heteroclitus*, from warm-acclimated populations showed a muted response in the expression of several hsp70 isoforms in response to high temperatures when compared with cold-adapted populations (Fangue et al., 2006). Muted responses in other physiological traits have also been measured in response to warmer thermal histories (Seebacher et al., 2015; Tanner et al., 2019).

Under heat shock conditions, there were no differences between the populations. Potentially, 30°C is approaching a sub-lethal thermal limit and the response to such temperatures is canalized evolutionarily. The CTmax for several North American aquatic insects, including caddisflies, is near 30°C (Houghton et al., 2014; Houghton and Shoup, 2014; Hotaling et al., 2020). Hotaling et al. (2020) also found no transcriptomic grouping by population in high altitude stoneflies exposed to their CTmax. This evidence does not support our hypothesis that we would see a muted thermal response in populations that are already warmer since all populations responded similarly. This contrasts with the differences in thermal sensitivity we saw in the daily stream warming treatment. Extreme warming (rate and maximum temperature achieved) may trigger a consistent species-level response that supersedes differences in thermal history.

### Population-specific responses may mask the effects of seasonal acclimatization

We repeated our experiment at Angelo 1 month later in the summer to assess the effect of a warmer thermal history on the same population’s gene expression response. The late samples had lower expression of molecular chaperones than the early samples, especially in the control and daily warming treatments (Figure 2, Supplementary Figure S4). This may be evidence of the effect of thermal history on thermal sensitivity, an effect of developmental stage of the individual caddisflies, or some combination of the two. Several individuals observed in the creek on the experiment day were older but were not included in the experiment. The month between the two trials at Angelo represented a large number of the degree-heating days for emergence. By late June, most caddisflies near our study site on the Eel River will have entered prepupal diapause (Hannaford, 1998; Resh et al., 2011). Similar gene expression effects have been measured in walleye maintained in warming regions of Lake Manitoba for a short or long portion of the summer (Jeffrey et al., 2020). Fish held in the lake until later in the summer had increased expression of molecular chaperones. Though the directionality was reversed in our experiment, it is clear that seasonal acclimation can change gene expression patterns.

The main difference between the early and late experiments is that the later time point had lower values on PC1, which were driven by expression of *apoptosis inhibitor* and *circadian clock protein* (Figure 2, Supplementary Figure S4)*.* This circadian-clock protein, named *daywake* in *Drosophila melanogaster*, was primarily expressed in individuals from Angelo. Only one individual from elsewhere, Sagehen, expressed this gene. In *D. melanogaster*, *daywake* acts as a behavioral thermometer that promotes daytime sleep under warm conditions to avoid heat damage (Yang and Edery, 2019). Higher expression of *daywake* in the later Angelo samples would indicate warmer days, which matches the actual thermal history at the site. However, we would expect to see this gene expressed more widely at Sagehen after the warming trend. Surprisingly, the late Angelo samples were more similar to the earlier Angelo samples and even further differentiated than the other groups from the Sagehen samples in every treatment (Figure 2). This indicates some combination of population-specific and temperature-specific responses occurring under natural conditions.

### Differences between mild and extreme warming are greatest in a subset of genes

The differences we expected to see between the daily warming treatment and the heat shock treatment were only apparent relative to control expression (Figures 3, 4). Even then, the differences were gene-and population-specific. Consistently, the heat shock proteins were more strongly induced in the heat shock treatment at all sites except Sagehen. A large body of research supports our findings that heat shock protein expression increases with higher temperature exposure (Feder and Hoffman, 1999; King and Macrae, 2015; Somero, 2020).

Co-expression patterns between genes also changed between warming treatments suggesting that it is important to focus on the relationships between genes in addition to individual genes. Under daily warming conditions, protein henna, an amino acid metabolism gene, was negatively correlated with molecular chaperones, suggesting that the importance of protein protection superseded energy production. However, the correlation changed sign under the heat shock conditions. This may indicate that our heat shock treatment was so stressful that energy production and protein homeostasis both needed to increase simultaneously. Similarly, Dong and Zhang (2016) also found that molecular chaperones, specifically *hsp70,* were only positively correlated with metabolic genes under extreme heat conditions. Some other changes in co-expression between treatments signaled that some macromolecules were not further protected under extreme heat. Under daily warming conditions, *trehalose transporter* was positively correlated with many genes but negatively correlated with them under heat shock. Trehalose has multiple protective roles during heat stress, such as stabilizing membranes and preventing further unfolding of proteins (Ebner et al., 2019; Somero, 2020). Its decrease in relation to other molecular chaperones at very high temperatures may highlight a change in exactly which molecules are being protected (Ebner et al., 2019).

### Importance of individual and environmental variation

We studied wild-caught and naturally acclimatized individuals, thus incorporating ecologically relevant impacts of thermal history. In addition, we used a warming treatment that mirrored natural increases in water temperature throughout the day. Maintenance of population-specific thermal history allowed us to measure the baseline expression levels of each population more accurately than a laboratory study could. For example, we can contrast the effects of the warming trend that occurred before sampling at Sagehen with stable temperatures before early sampling at Angelo and Big Creek.

However, ecological realism comes at the cost of control and standardization; and in our study, undetected differences in developmental stage, body condition, or sex may have influenced gene expression patterns. We collected individuals in the final larval instar, indicated by case-building materials in this species (Hannaford, 1998; Holomuzki et al., 2013), but we do not know the individual’s age or proximity to pupation. Warming is known to increase developmental rate and has even been seen to drive pupation and emergence during thermal stress experiments in stoneflies (Hannaford, 1998; Hotaling et al., 2020). Though the differences in developmental state were likely products of degree heating days at each site, we must consider that the warming treatment itself may have had an effect.

Studies of ecologically relevant stress must also consider the timing, intensity, duration, and frequency of the stress. Our study matches the ecological timing of stress to the later larval period and used a relevant duration and two relevant warming intensities (current and future), but for only one cycle. In nature, both warming and cooling on a diel cycle contribute to population acclimatization. Under future warming scenarios, caddisflies may experience warming to 30°C repeatedly with carryover effects each day that influence gene expression and phenotypes that may take longer to appear. These carryover effects may be detrimental such as reduced growth and faster development, resulting in small individuals that are phenologically mismatched, or positive effects such as rapid heat hardening that prepare and protect them from the effects of future thermal stress (Bowler, 2005; Bergmann et al., 2010; Verberk and Calosi, 2012; King and Macrae, 2015; Bernhardt et al., 2020; Hotaling et al., 2020). Field-acclimatized gene expression in response to warming over 1 day is a critical snapshot of the processes that underlie the whole organism response. Still, it is only part of the story that will help us understand the future of the species. Aquatic invertebrates in California face a warmer future due to climate change induced droughts and surface water warming (Null et al., 2013; Swain et al., 2014; Diffenbaugh et al., 2015). Using physiology to understand the effects of warming may help us understand which populations are likely to persist or not.

The present study investigated the field-acclimatized transcriptional response to two warming regimes in the three populations of the larval caddisfly *Dicosmoecus gilvipes* from three eco-regions*.* We found that gene expression of populations from different eco-regions differ in cool control and mild warming scenarios, but not under extreme warming. Populations from warmer eco-regions showed evidence of decreased thermal sensitivity under mild warming conditions. Co-expression between genes should be considered to understand the interactions between molecular processes affected by warming. Our results highlight the importance and limitations of measuring the stress response of wild-caught organisms in their natural environment.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: The RNA-Seq shotgun assembly can be accessed at: https://www.ncbi.nlm.nih.gov/nuccore/GJZL00000000.1/; The unmodified eXpress output data (library) can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206349; The data generated specifically for this manuscript and from which the conclusions are drawn have been submitted to Dryad : https://doi.org/10.6078/D1T41G.

# Supplementary material for: Mild temperatures differentiate while extreme temperatures unify gene expression profiles among populations of Dicosmoecus gilvipes in California
**Source:** Front Physiol. 2022 Oct 5;13:990390. doi: 10.3389/fphys.2022.990390
**Supplement:** Supplementary file 1

**Supplementary Document to *Mild temperatures differentiate while extreme temperatures unify gene expression profiles among populations of *Dicosmoecus gilvipes* in California*. E.E.**

**King and J.H. Stillman. DOI: 10.3389/fphys.2022.990390**

**Contents**

**Pg 1-9:** Methods used to generate a de-novo transcriptome for the caddisfly *Dicosmoecus gilvipes*, and description of transcripts whose expression changed with laboratory exposure to warmer temperatures, including genes selected for assay of field-acclimatized populations using NanoString, as cited in the main text of the manuscript.

**Pg 10-17:** Supplementary figures and tables for the among-population analyses of gene expression profiles as cited in the main text of the manuscript.

*Specimen sampling*

*Dicosmoecus gilvipes* were collected from the surface of stones by hand on 19 and 20 July 2012 in the South Fork of the Eel River, 50-200m downstream of the Elder Creek confluence within the University of California Angelo Coast Range Reserve (<http://angelo.berkeley.edu>; 39°43'53.34"N; 123°38'41.92"W). Specimens were 5<sup>th</sup> stage instar larvae within their stone casing (staging was based on casing construction, as 5<sup>th</sup> instar larvae use minerals instead of plant material used in earlier stages (Limm and Power, 2011). Specimens were transported live to the laboratory within 24h of collection and held under common garden conditions at 11°C for two weeks before being transferred to tanks for different temperature conditions. Tank temperatures were thermally ramped over 4 days to temperatures ranging from 15.5°C to 28.6°C at which time they were held for 24 hours prior to sampling. Transcriptomic (RNA-seq) analyses were based on n=32 specimens, with n=8 per temperature treatment (see below table).

| Temperature °C | # specimens in RNA-pool | # libraries made | Pool ID | # libraries passing filtration |
|----------------|-------------------------|------------------|---------|--------------------------------|
| 15.5           | 8                       | 5                | Di_A    | 5                              |
| 20             | 8                       | 5                | Di_B    | 5                              |
| 25             | 8                       | 5                | Di_C    | 5                              |
| 28.6           | 8                       | 5                | Di_D    | 5                              |

### *RNA-seq Methods: Library Construction, Sequencing and Bioinformatics*

Animals were flash-frozen in liquid nitrogen and the thorax was dissected on dry ice and placed frozen into Tri Reagent (MRC). The thorax was used to maximize muscle tissue and minimize digestive tract symbiont contamination. Thorax tissue was homogenized under liquid N<sub>2</sub> using a TissueLyser II (Qiagen 85300) for 5-10 sec and RNA was extracted using the manufacturer's polysaccharide/proteoglycan removal modified protocol, using BCP and High Salt Precipitation Solution (MRC). Purified RNA was assessed for quantity and quality using a Bioanalyzer (Agilent) and only samples with little to no degradation and adequate concentration were used in subsequent steps. For each exposure temperature, equal amounts of total RNA from each individual were used to make n=5 independent pooled RNA samples. Those n=5 pooled RNA samples were used to make RNAseq libraries following the Stillman laboratory's modifications of the Illumina Tru-Seq RNA v2 kit (Stillman et al 2020). 

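Counts of libraries from the same temperature were compared in pairs over the retained transcripts, leaving out contigs of 1 component that resembles ribosomal RNA. The chi-square divided by its degrees of freedom, which is near 1 where libraries differ by sampling noise alone, was between 6.19 and 15.3 over the 40 pairs. Its median was 7.76 at 15.5°C, 7.79 at 20°C, 7.65 at 25°C and 8.51 at 28.6°C. No pair held the same counts, so no file was found under a second label and each of the 20 libraries was kept. The excess over 1 may also reflect the division of reads between similar contigs. Among transcripts of subcomponents with 1 contig and a mean of 50 to 500 counts, the ratio was 1.12 to 2.66. A library sequenced a second time is therefore not excluded by these values.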

The pooled RNA allowed best sampling of mean levels of gene expression from a greater number of individuals, and to remove sources of technical variation from the ability to detect changes in gene expression.

Libraries size and concentration was determined on the Bioanalyzer using the high sensitivity DNA chip. Median library size was 400-450 bp across samples. Libraries were multiplexed and sequenced (100 bp paired-end) on the Illumina HighSeq 2000 platform at the Vincent J. Coates sequencing laboratory at UC Berkeley

(<http://qb3.berkeley.edu/qb3/gsl/index.cfm>). Following qPCR to ensure equal concentrations of each sample, samples were multiplexed on a single sequencing lane.

In what follows we briefly summarize our bioinformatics pipeline. All scripts can be found on the GitHub page for Dr. Scott Fay ([https://github.com/safay/RNA\\_seq/tree/master/blacklight\\_pipeline](https://github.com/safay/RNA_seq/tree/master/blacklight_pipeline)). RNAseq data were analyzed on the Pittsburgh Supercomputer Center Blacklight. The mean number of processed reads in each library was  $11.8 \pm 2.3 \times 10^6$  (mean  $\pm$  SD). 

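The estimated counts assigned to contigs, which follow trimming, joining and mapping, came to 9139668 ± 1786904 per library (mean ± SD, n = 20 libraries). These totals, and not the number of processed reads, are the depth behind the values given here.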

To prepare libraries for analysis, sequences were trimmed to remove Illumina adaptors (stringency = 1) and bases with a Phred quality score under 20 using Trim\_Galore! (V 0.3.0). Trimmed reads were  $32.0 \pm 1.2$  % of the total,  $11.0 \pm 1.8$  % of which were quality trimmed, and  $0.51 \pm 0.02$  % of the bases were trimmed. FLASH (V 1.2.8) was used to join overlapping paired end reads in order to make longer reads for *de novo* assembly and to eliminate artificial double counting of mapped read overlap regions. 

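The parameter files that eXpress wrote for each library show whether joined reads were mapped, through the longest read position they list. In 12 libraries the longest position was 99 and in 8 it was 188, longer than a single read of the others. Libraries with the longer reads numbered 3 at 15.5°C, 1 at 20°C and 4 at 25°C, with 0 at 28.6°C. The 2 kinds of library are therefore spread unevenly over the temperatures, and this library set was entered as a covariate in 1 of the alternative fits.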

The number of reads processed by FLASH was  $10.4 \pm 2.0 \times 10^6$ , with  $37.8 \pm 5.5$ % of the reads combined, and  $11.6 \pm 1.0$ % of sequence pairs removed. *De novo* transcriptome assembly was performed using Trinity (V r2013-11-10) (<http://trinityrnaseq.sourceforge.net/>) (Grabherr et al., 2011). Trinity was used to conduct the assembly using a minimum kmer coverage = 2. 

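Over the 20 libraries, 129691 contigs received at least 1 estimated count. The number of contigs with a count in a single library had a median of 71687 at 15.5°C, 67284 at 20°C, 72398 at 25°C and 72475 at 28.6°C. The lowest number, 51696, was in a library of 20°C and the highest, 78631, in one of 15.5°C. By their names, the contigs fall into 79613 subcomponents. The 71257 contigs in subcomponents with 2 or more members make up 52.4% of all contigs.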

The assembled transcriptome contained n=135858 contigs. This Transcriptome Shotgun Assembly project has been deposited at DDBJ/EMBL/GenBank under the accession GJZL000000000. The version described in this paper is the first version, GJZL010000000. The transcriptome was annotated against the SwissProt database using Trinotate (V 1.1), with BLASTx of nucleotide sequences (resulting in n=37464 annotated contigs), and BLASTp (n=31743 annotated) and PFAM (n=30225 annotated) analyses of TransDecoder (V 2.0) produced protein sequences. Gene ontology annotation was found for n=35024 contigs.

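Many reads fitted more than 1 contig of the assembly. Leaving out the contigs that resemble ribosomal RNA, counts unique to a single contig made up between 40.8% and 46.0% of the estimated counts of a library. The rest was divided between contigs by probability, so that the estimated count of a contig with close relatives depends on this division as well as on expression.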

Libraries were mapped to the *de novo* transcriptome for that species using Bowtie2 (V 2.0.6) and counted using eXpress (V 1.5.1) (<http://bio.math.berkeley.edu/eXpress/>), a read mapper that probabilistically assigns reads that ambiguously map to multiple loci, thus minimizing issues arising from redundant putative transcripts in *de novo* assembled transcriptomes (Roberts & Pachter, 2013). The unmodified eXpress output data are available at the NCBI Gene Expression Omnibus (NCBI GEO) under accession GSE206349 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206349>). 

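The lowest library total was at 25°C and the highest at 15.5°C. The libraries differed more in what the counts were made of. A Trinity subcomponent of 10 contigs (comp65386_c0), singled out after its values were seen, took 45.0% of the counts in replicate 1 and 77.0% in replicate 4 of 20°C. Of its contigs, 8 are in the authors' deposited table, which annotates 6 of them as a yeast reading frame antisense to ribosomal RNA and 2 not at all. The 6 annotated contigs held between 72.4% and 95.9% of its counts in a library. In the other 20°C libraries its share was between 0.513% and 1.13%. It was between 0.513% and 2.45% at 15.5°C and between 0.490% and 1.93% at 25°C. At 28.6°C it was between 4.91% and 15.1%, with a median of 8.18%, above every library of 15.5°C and 25°C. Without these contigs, 5484995 counts were left in replicate 1 and 2485595 in replicate 4 of 20°C. The TMM factors of these 2 libraries were 0.544 and 0.266, and the other 18 had factors between 0.894 and 1.32.

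**Figure D2:**
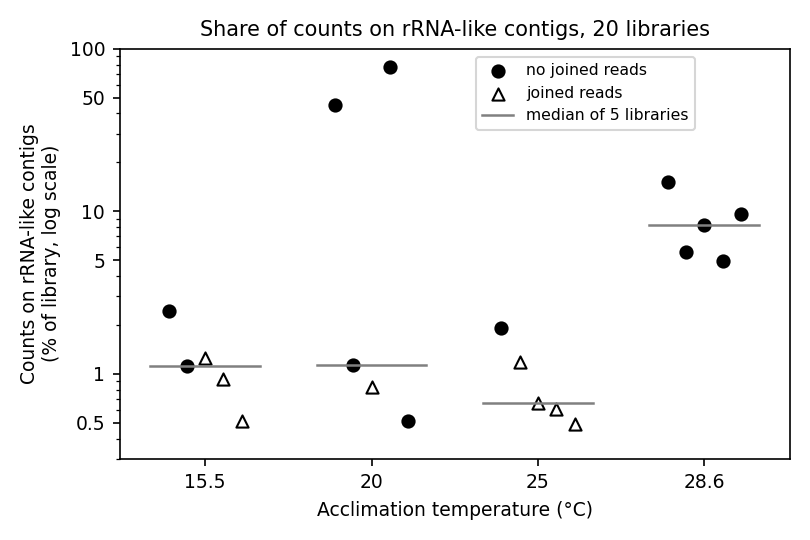
Share of estimated counts on the rRNA-like contigs, in percent of each library on a log scale (vertical axis), by acclimation temperature; each point is a library, its shape shows whether joined reads were mapped, and gray lines are medians of 5 libraries. Replicates 1 and 4 of 20°C stand at 45.0% and 77.0%, and the libraries of 28.6°C at 4.91% or more.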

Library size (# of mapped reads) was compared visually using boxplots to ensure that there was no library size variation. On average  $93.8 \pm 1.0$  % of reads in each library mapped to the transcriptome.

Statistical analysis of differential gene expression was performed in R using the Bioconductor package EdgeR (V 1.2.4) (<http://www.bioconductor.org/packages/release/bioc/html/edgeR.html>) (Robinson et al, 2010) to identify genes with expression that varied across temperature. We used likelihood ratio tests with false-discovery rate correction to identify genes that had differential expression between any two acclimation treatments within a given species. 

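The comparison of 28.6°C with 15.5°C gave the most differentially expressed transcripts of the 6, with 2219 higher and 1676 lower at 28.6°C. Between 28.6°C and 20°C, 1684 were higher and 1627 lower at the warmer temperature. Between 25°C and 15.5°C, 1267 were higher and 845 lower, and between 28.6°C and 25°C, 951 were higher and 874 lower. The fewest were found between 25°C and 20°C, with 580 higher and 579 lower, and between 20°C and 15.5°C, with 827 higher and 533 lower. The split between higher and lower depends on the scaling. With library size as the only scaling, 323 transcripts were higher and 2249 lower at 20°C against 15.5°C, and 1821 were higher and 289 lower at 25°C against 20°C. The same scaling gave 1747 higher and 2226 lower at 28.6°C against 15.5°C, 2928 higher and 930 lower against 20°C, and 699 higher and 1002 lower against 25°C. It moved the median log2 fold change of all transcripts to -0.84 at 20°C against 15.5°C, from 0.01 under TMM.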

Transcripts with expression of less than 2 reads/million mapped in less than 4 samples were removed from the analysis, which resulted in the retention of n=30092 transcripts in the analysis. 

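The rule of at least 2 CPM, before TMM scaling, in at least 4 of the 20 libraries, applied to the rounded estimated counts, retained 29292 transcripts. Requiring more than 2 CPM gave the same number, and requiring 5 libraries gave 27575. Requiring all 20 libraries left 7310, while effective counts in place of estimated counts gave 43215. The 10 ribosomal-like contigs enter the library totals, and without them 30413 transcripts were retained, an alternative chosen after the data had been seen.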

Transcripts with a false-discovery rate corrected P-value of less than 0.05 and a fold-change  $\geq 4$  (for up-regulation) or  $\leq 0.25$  (for down-regulation) were identified as statistically differentially expressed genes (DEGs) in each LRT, which yielded a set of n=2586 DEGs. 

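In at least 1 of the 6 comparisons, 6367 of the 29292 transcripts passed both criteria. The edgeR likelihood ratio test called 6500. Without the fold change criterion the number was 19865. Summed per subcomponent, 1566 of 14870 subcomponents were called. The authors' deposited table lists 2586 transcripts, of which 1933 were retained and 1682 were called here. Among called transcripts with a mean of at least 10 CPM and no overlap between the libraries of 28.6°C and 15.5°C, the largest changes were in 2 contigs of 1 subcomponent, comp64489_c0_seq7 and comp64489_c0_seq5, which match the Drosophila protein lethal(2)essential for life. Both had 0 counts in every library of 15.5°C and of 20°C and averaged 3403 and 967 CPM at 28.6°C. Taking 3 counts in each library of 15.5°C as the floor, they were at least 10635-fold and at least 3021-fold higher at 28.6°C. None of their counts were unique to them, and their subcomponent of 15 contigs, summed, rose by 7.90 on the log2 scale. The largest decreases were in comp61138_c0_seq2, without annotation, and in comp60320_c4_seq16, which matches the Drosophila protein muscleblind. Comp61138_c0_seq2 fell from 122.8 ± 4.21 CPM (SD, n = 5 libraries) to 1.01 ± 0.251 (SD, n = 5), a log2 fold change of -6.92 (standard error 0.19, adjusted p = 7.2e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its subcomponent, summed, fell by 4.47. Comp60320_c4_seq16 changed by -6.62 (standard error 0.32, adjusted p = 2.1e-12 from the same edgeR test), has no unique counts among the 41 contigs of its subcomponent, and fell by 1.63 when the subcomponent was summed.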

Differentially expressed transcripts were log2base transformed and median-centered based on the global within-species median. That set of transformed data is available at the NCBI GEO under accession GSE206349. 

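In the authors' deposited table, each value equals log2(FPKM + 1) of a library minus the mean of that transcript over the 20 libraries, with a largest difference of 0 at the precision of the files. Transcripts in the table centre on the mean, and the absolute median of a transcript was 0.162 in the median case. Because FPKM is taken against all counts of a library, libraries with many ribosomal-like counts lie low. The mean of the authors' values was -0.40 in replicate 1 and -0.93 in replicate 4 of 20°C, and between -0.06 and 0.16 in the other 18 libraries. The table gives no annotation for 1193 of its 2586 transcripts.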

Expression data were log2base transformed and median-centered based on the global within-species median.

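FPKM of the transcripts called in any comparison was transformed to log2(FPKM + 0.5) and centred on the median of each transcript. A difference of at least 1.0 between the highest and the lowest library was found in 6338 of 6367 transcripts. The criterion was passed by 6367 with a pseudocount of 0.1, by 6161 with a pseudocount of 1 and by 5993 on means per temperature. Among the transcripts in the authors' deposited table it was passed by 2223, an alternative chosen after the data had been seen.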

Expression data were filtered again ( $\text{MaxVal} - \text{MinVal} \geq 1.0$ ), resulting in a final set of  $n=934$  DEGs, and k-mean clustered (using default parameters) in Cluster (V 3.0; <http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm>) and visualized using TreeView (<http://jtreeview.sourceforge.net>). Those clusters were visualized using TreeView (<http://jtreeview.sourceforge.net>) to determine the minimum number of k-means clusters that fully described the data. All subsequent data analysis of differentially expressed genes was performed in R.

#### *Gene Expression Clusters:*

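The 6338 transcripts that passed the range filter were divided by k-means with k = 8 and 50 random starts. A cluster was described as higher or lower with temperature where its mean at 28.6°C differed from that at 15.5°C by at least 1 on the log2 scale. By that rule 3 clusters were higher, 3 were lower and 2 were neither. The clusters held between 368 and 1302 transcripts. Of the ribosomal-like contigs, 6 were among the clustered transcripts.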

Expression patterns for *D. gilvipes* are presented in the 8 k-means clusters named alphabetically “A” through “H” (Fig. S1; Table S1). Three of these clusters (A, B, and C) represented genes with a general pattern of down-regulation with increasing temperature, with cluster B showing the greatest downregulation at 30°C (approximately -2 log<sub>2</sub>-fold change on average; Fig. S1). 

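The 3 clusters of lower expression held 712, 1070 and 890 transcripts. The cluster of 712 had the lowest mean at 28.6°C, -2.11 ± 0.092 (SD of the cluster mean over 5 libraries), against 0.76 ± 0.032 (SD, n = 5) at 15.5°C. Its mean at 20°C was -0.29 ± 0.92 (SD, n = 5), a spread that includes the libraries rich in ribosomal-like counts. The cluster of 1070 fell mainly between 15.5 and 20°C, from 1.77 ± 0.041 to -0.10 ± 0.49 (SD, n = 5), and stood at -0.50 ± 0.052 at 28.6°C. Without replicates 1 and 4 of 20°C, the cluster highest at 15.5°C had means of 1.87, 0.36, -0.31 and -0.72 over the 4 temperatures. In log2 TMM CPM it had 1.52, 0.14, -0.40 and -0.61. In both settings a smaller part of the fall lay between 15.5 and 20°C. The cluster of 890 was highest at 20°C, 0.61 ± 0.65, and lowest at 28.6°C, -0.74 ± 0.056. Its difference between 28.6 and 15.5°C, -1.01, is barely past the rule, and with a pseudocount of 1 or in log2 CPM 2 clusters were lower and 3 were neither. The setting that moved the strongest decrease most, each transcript scaled to a standard deviation of 1, gave -1.14.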

All three of these clusters had a high representation of genes related to protein synthesis/degradation (Table S1). In addition, Cluster A had many genes related to transcription and RNA/DNA binding, Cluster B contained several genes related to immune/stress responses, oxidative metabolism, and storage, and Cluster C included many genes related to extracellular/cell-cell interaction/cuticular function and lipid modification (Table S1).

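Of the 8 clusters, 3 rose by at least 1 on the log2 scale between 15.5 and 28.6°C, with 368, 1302 and 743 transcripts. The cluster of 368 had a mean of 3.30 ± 0.091 (SD of the cluster mean over 5 libraries) at 28.6°C and means of -0.31 ± 0.031 at 15.5°C, -0.53 ± 0.16 at 20°C and 0.11 ± 0.046 at 25°C. Its transcripts were spread widely at 28.6°C, with a standard deviation of 1.30 between transcripts. The cluster of 1302 also rose mainly at 28.6°C, to 1.20 ± 0.097, from 0.12 ± 0.034 at 25°C. The cluster of 743 had means of -1.48 ± 0.057 at 15.5°C, -1.14 ± 0.67 at 20°C, 0.74 ± 0.044 at 25°C and 0.98 ± 0.12 at 28.6°C. Where its rise lies depends on the 20°C libraries and the scaling. In log2 TMM CPM the cluster lowest at 15.5°C had means of -1.60, -0.35, 0.49 and 0.54 over the 4 temperatures, and without replicates 1 and 4 of 20°C it had -1.86, -0.96, 0.43 and 0.62. With k = 10 the strongest mean was 6.66 in a cluster of 32 transcripts.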

Three of the *D. gilvipes* clusters (D, E, and F) were associated with general increases in gene expression with rising temperature, particularly at 30°C. Clusters E demonstrated the strongest induction at 30°C, with a mean four-fold log<sub>2</sub> increase in expression (Fig. S1). Cluster D was dominated by immune/stress response genes, including heat-shock proteins, as well as cellular chaperones typically unassociated with the stress response (Table S1). Cluster D also

contained a high proportion of genes related to cell cycle/development and transcription and DNA/RNA binding. Cluster E had a high representation of genes related to the cell cycle/development as well as the immune/stress response (Table S1). Cluster F had low and relatively even representation of genes across functional categories, but had the functions with the highest representation were related to amino acid metabolism, immune/stress response, and transcription and DNA/RNA binding (Table S1).

Two of the *D. gilvipes* clusters (G and H) had no strong pattern of change with temperature (Fig. S1). 

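The remaining 2 clusters changed by less than 1 on the log2 scale between 15.5 and 28.6°C. The cluster of 717 transcripts was highest at 25°C, 1.29 ± 0.069 (SD of the cluster mean over 5 libraries), and differed by 0.32 between the lowest and the highest temperature. The cluster of 536 was lowest at 20°C, -1.56 ± 0.51 (SD, n = 5), and differed by 0.36. Without replicates 1 and 4 of 20°C, the cluster with the lowest mean at 20°C had -1.02 there and differed by -0.28. In log2 TMM CPM these values were -1.08 and 0.23.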

Cluster G contained only features in the “other” functional category, and cluster H had low and relatively even representation across functional categories, with no more than three features occurring for any given function (Table S1).

Table S1. Statistics on clustering of differentially expressed genes.

|                                             | Cluster |     |     |     |    |     |    |    |       |
|---------------------------------------------|---------|-----|-----|-----|----|-----|----|----|-------|
|                                             | A       | B   | C   | D   | E  | F   | G  | H  | Total |
| Total No. DE features                       | 139     | 163 | 108 | 264 | 25 | 136 | 22 | 77 | 934   |
| No. DE features annotated                   | 60      | 74  | 57  | 132 | 19 | 46  | 5  | 18 | 411   |
| No. unique annotations*                     | 47      | 55  | 42  | 88  | 10 | 39  | 3  | 17 | 242   |
| amino acid metabolism                       | 1       | 2   | 2   | 2   | 0  | 8   | 0  | 3  | 18    |
| biological rhythms                          | 1       | 4   | 0   | 2   | 0  | 1   | 0  | 1  | 9     |
| carbohydrate metabolism                     | 2       | 2   | 2   | 2   | 0  | 3   | 0  | 1  | 12    |
| cell cycle/development                      | 5       | 0   | 2   | 24  | 9  | 4   | 0  | 1  | 45    |
| chaperones (not stress related)             | 0       | 0   | 0   | 15  | 2  | 0   | 0  | 0  | 17    |
| digestion                                   | 1       | 3   | 2   | 0   | 0  | 0   | 0  | 2  | 8     |
| extracellular/cell-cell interaction/cuticle | 7       | 13  | 0   | 1   | 0  | 0   | 0  | 1  | 22    |
| immune/stress response                      | 3       | 5   | 14  | 39  | 7  | 5   | 0  | 3  | 76    |
| lipid modification                          | 4       | 11  | 1   | 1   | 0  | 3   | 0  | 2  | 22    |
| membrane structure                          | 0       | 0   | 0   | 0   | 0  | 1   | 0  | 0  | 1     |
| muscle function                             | 0       | 3   | 2   | 0   | 0  | 2   | 0  | 0  | 7     |
| neuronal function                           | 0       | 1   | 1   | 3   | 0  | 0   | 0  | 0  | 4     |
| osmotic/ionic regulation                    | 0       | 0   | 0   | 2   | 0  | 0   | 0  | 1  | 3     |
| oxidative metabolism                        | 2       | 8   | 6   | 6   | 0  | 2   | 0  | 1  | 25    |
| protein synthesis/degradation               | 10      | 13  | 5   | 6   | 0  | 1   | 0  | 1  | 36    |
| storage                                     | 0       | 4   | 8   | 0   | 0  | 0   | 0  | 0  | 12    |
| cytoskeleton                                | 1       | 0   | 2   | 2   | 0  | 1   | 0  | 0  | 6     |
| transcription, DNA/RNA binding              | 11      | 1   | 0   | 17  | 0  | 5   | 0  | 0  | 34    |
| transport                                   | 7       | 0   | 1   | 1   | 0  | 1   | 0  | 0  | 10    |
| other                                       | 5       | 4   | 9   | 10  | 1  | 9   | 5  | 1  | 44    |

\* unique annotations in a cluster are specific to that cluster

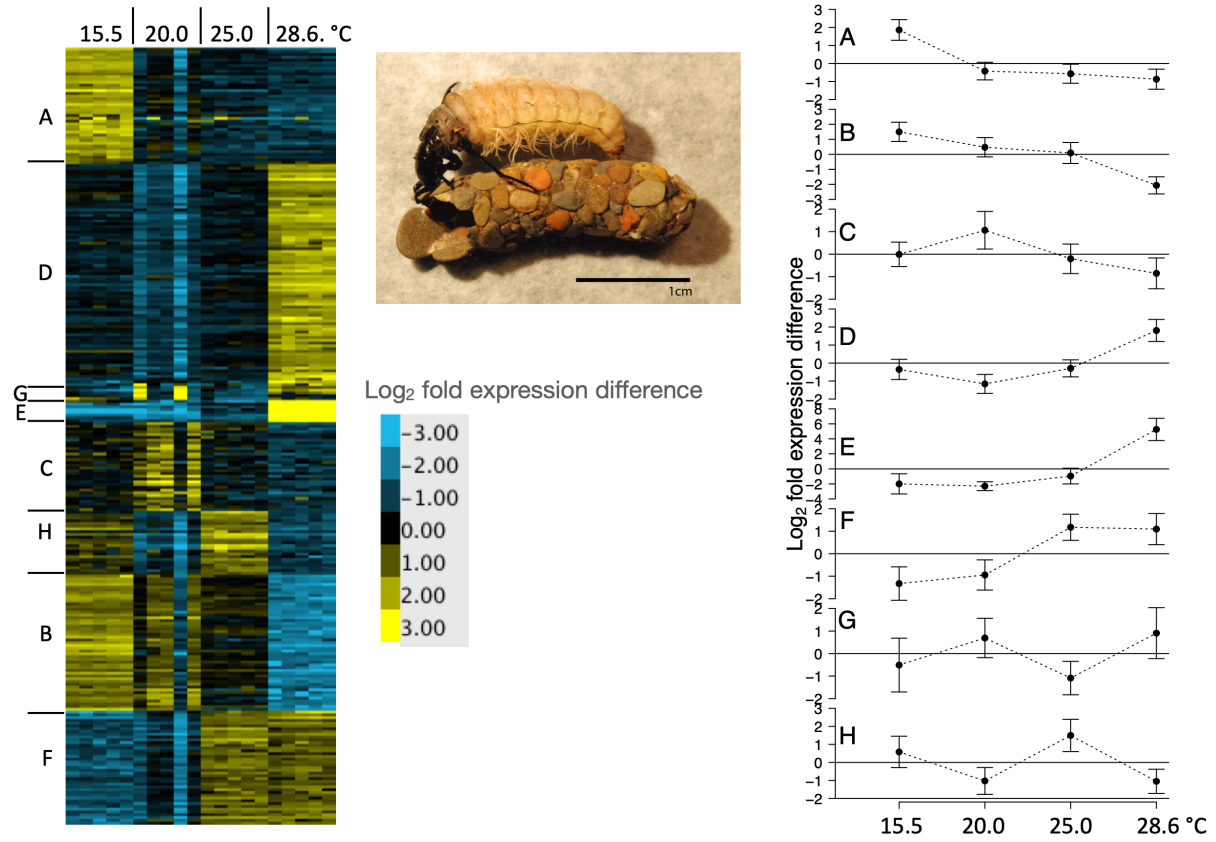

**Figure S1.** Transcriptome profiles of *Dicosmoecus gilvipes* acclimated to different temperatures. Left, heat map of all data organized into *k*-Means clusters. Center, photo of *D. gilvipes* 5th instar larva, with stony case. Right, mean  $\text{log}_2$ -fold median-centered normalized FPKM expression difference  $\pm$  1 s.d. within *k*-Means clusters (left).

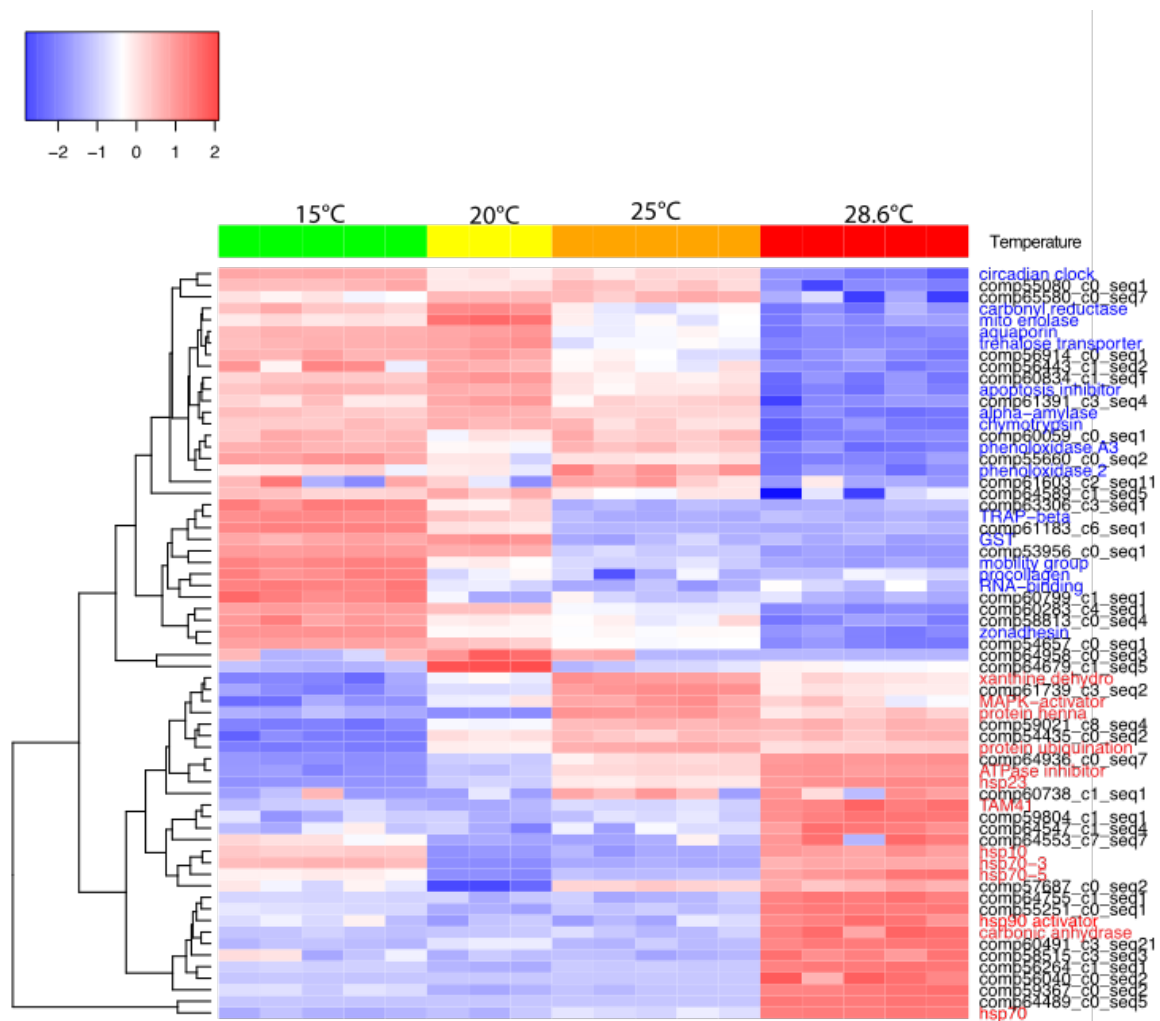

**Figure S2.** RNA-Seq data only for the genes used in the current study, organized by hierarchical clustering. The text colors represent log2 fold difference in expression, and indicate if we expected an increase (red) or decrease (blue) in transcript abundance with temperature in the current study. Two samples were removed from the 20°C group because of divergent expression patterns (see Fig. S1).

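Not all targets changed steadily with temperature. Of the 13 tested targets expected to increase, 9 had their highest mean CPM at 28.6°C. Of the 17 expected to decrease, 13 were lowest at 28.6°C and 8 were highest at 15.5°C. Transcripts of hsp10 (comp63721_c5_seq1), hsp70-3 and hsp70-5 (comp63373_c1_seq4) were lower at 20 and 25°C than at 15.5°C before they rose. At 20°C against 15.5°C, hsp70-3 had a log2 fold change of -1.77 (adjusted p = 5.8e-16 from edgeR's quasi-likelihood test), hsp10 of -1.67 (adjusted p = 1.0e-10 from the same edgeR test) and hsp70-5 of -1.01 (adjusted p = 3.8e-09 from the same edgeR test). Mean CPM of hsp70-3 was 1105 ± 34.6 (SD, n = 5 libraries) at 15.5°C, 324 ± 19.9 at 20°C, 361 ± 11.0 at 25°C and 1449 ± 44.9 at 28.6°C. All counts of these 3 contigs were unique to them.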

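Libraries were compared by the mean Pearson correlation of log2 CPM with the other 4 libraries of their temperature, over the retained transcripts. It was between 0.903 and 0.908 at 15.5°C, between 0.889 and 0.895 at 25°C and between 0.883 and 0.892 at 28.6°C. At 20°C it was 0.851 in replicate 1, 0.863 in replicate 2, 0.859 in replicate 3, 0.810 in replicate 4 and 0.867 in replicate 5. The correlation is across transcripts, which are not independent replicates. All 5 libraries of 20°C were kept in every value unless stated otherwise. Leaving out each pair of 20°C libraries in turn gave between 6246 and 6377 transcripts called in any comparison.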

## ***Bibliography***

Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q, Chen Z, Mauceli E, Hacohen N, Gnirke A, Rhind N, di Palma F, Birren BW, Nusbaum C, Lindblad-Toh K, Friedman N and Regev A (2011) Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nature Biotechnology* 29, 644–652.

Limm MP and Power M (2011) The caddisfly *Dicosmoecus gilvipes*: Making a case for a functional role *Journal of the North American Benthological Society* 30(2):485-492 DOI:10.1899/10-028.1

Roberts A and Pachter L (2013) Streaming fragment assignment for real-time analysis of sequencing experiments. *Nature Methods* 10, 71–73.

Robinson MD, McCarthy DJ and Smyth GK (2010) Edger: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics (Oxford, England)* 26, 139–140.

Stillman JH, Fay SA, Ahmad SM, Swiney KM, Foy RJ (2020). Transcriptomic response to decreased pH in adult, larval and juvenile red king crab, *Paralithodes camtschaticus*, and interactive effects of pH and temperature on juveniles. *Journal of the Marine Biological Association of the United Kingdom* 1–15. <https://doi.org/10.1017/S002531541900119X>

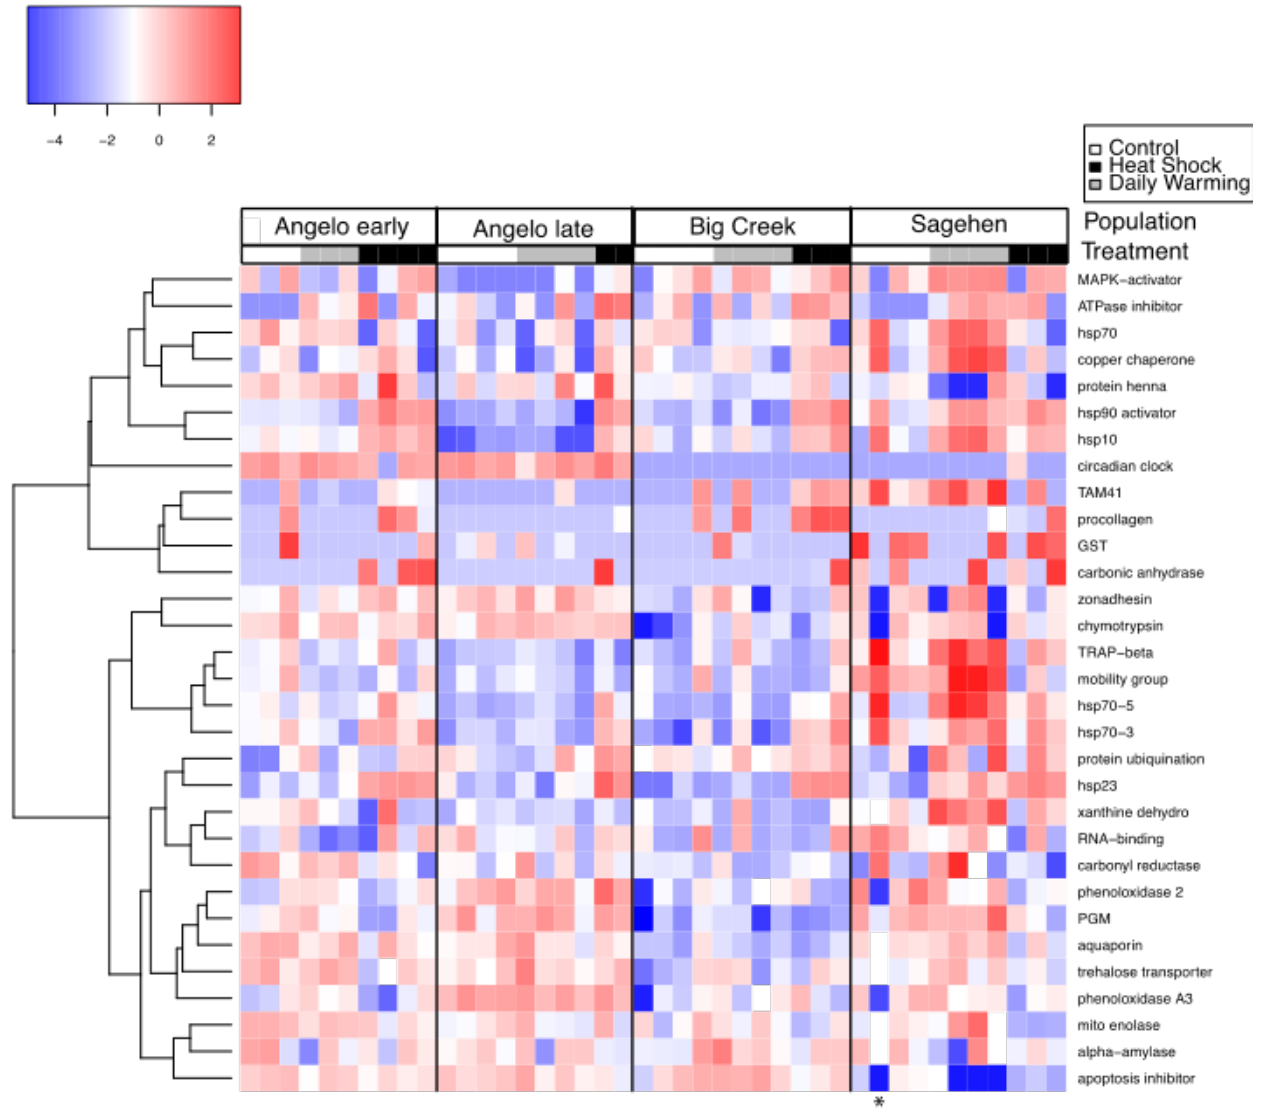

**Figure S3.** Heatmap of all genes and treatments, without any induction calculations. Genes are arranged in rows and grouped by similarity of expression value (dendrogram). Each column is an individual caddisfly, labeled by its warming treatment. White bars represent individuals in the cool control treatment. Black and grey bars correspond to the daily warming treatment and heat shock, respectively. The colors of the heat map cells represent the magnitude and direction of the change in expression, scaled and centered by row. Asterisk represents the individual left out of the PCA analysis.

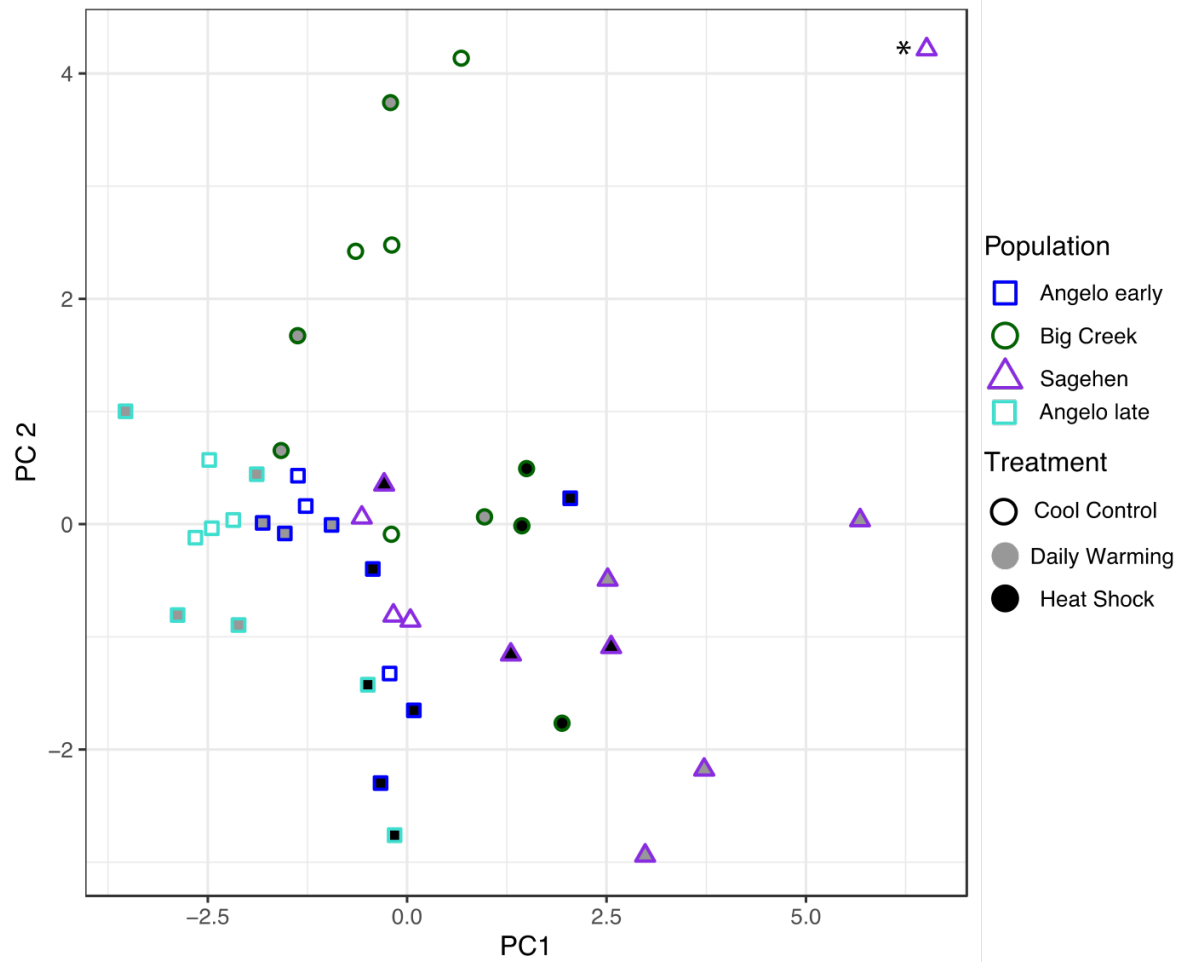

**Figure S4.** Population and treatment differentiation along principal components 1 and 2. This figure and analysis are identical to Fig 2, except that it includes one outlier point from Sagehen control, represented by the asterisk. Data represent PC scores for all population and treatment combinations. Symbol shape represents population of origin, fill color represents the treatment.

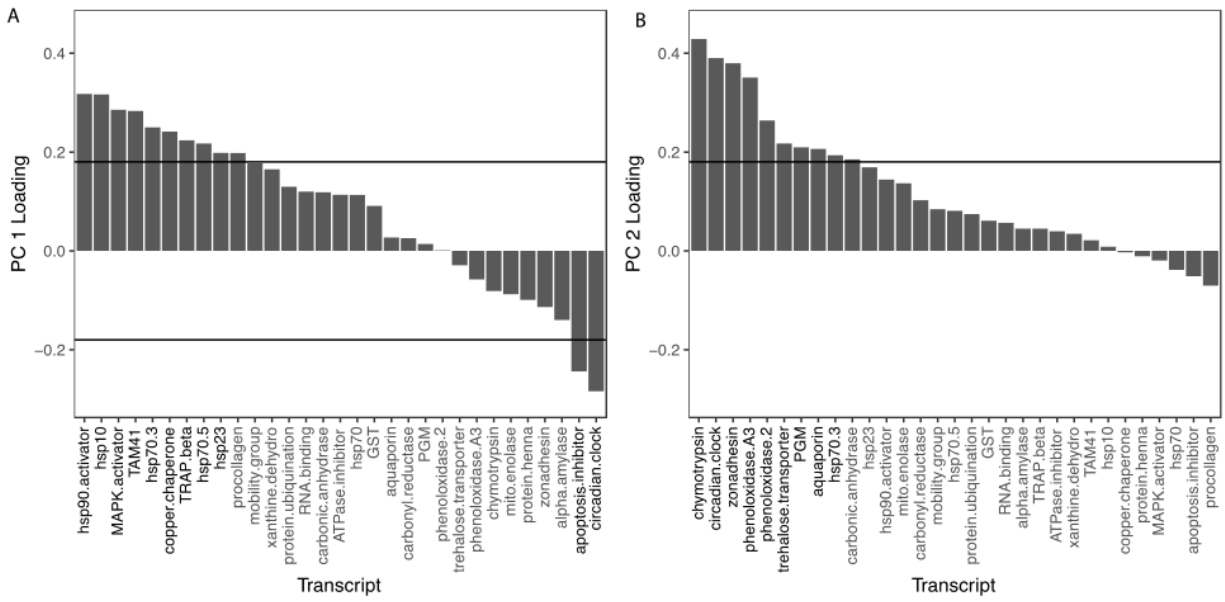

**Figure S5.** Principal component loadings for **A) PC 1** **B) PC 2**. Horizontal lines indicate significance level. Transcripts with significant loadings are in black. All others are in gray.

**Table S2.** NanoString target and reference genes

| <b>Target Transcripts</b> |                                           |                   |                  |                                                 |                                          |
|---------------------------|-------------------------------------------|-------------------|------------------|-------------------------------------------------|------------------------------------------|
| <b>Abbreviation</b>       | <b>Full Transcript Name</b>               | <b>ContigID</b>   | <b>UniProtID</b> | <b>Function</b>                                 | <b>Expected Heat <math>\Delta</math></b> |
| alpha-amylase             | Alpha-amylase A                           | comp57363_c0_seq1 | P08144           | carbohydrate metabolism                         | down                                     |
| apoptosis inhibitor       | Apoptosis inhibitor                       | comp58747_c0_seq1 | P41436           | apoptosis inhibition                            | down                                     |
| aquaporin                 | Aquaporin AQP Ae.a                        | comp64170_c1_seq1 | Q9NHW7           | transporter activity                            | down                                     |
| ATPase inhibitor          | ATPase inhibitor mai-2                    | comp60498_c0_seq1 | A8XZB0           | negative regulation of ATPase activity          | up                                       |
| carbonic anhydrase        | Carbonic anhydrase 2                      | comp61667_c0_seq1 | Q8UWA5           | carbonate dehydratase activity                  | up                                       |
| carbonyl reductase        | Carbonyl reductase [NADPH]                | comp61657_c0_seq4 | Q28960           | metabolic process                               | down                                     |
| chymotrypsin              | Chymotrypsin-1                            | comp55087_c0_seq1 | Q27289           | digestion                                       | down                                     |
| circadian clock           | Circadian clock-controlled protein        | comp57418_c0_seq3 | O76879           | circadian rhythm                                | down                                     |
| copper chaperone          | Copper chaperone for superoxide dismutase | comp58560_c3_seq5 | Q9JK72           | metal ion transport, superoxide radical removal | up                                       |
| GST                       | Glutathione S-transferase                 | comp58392_c0_seq1 | P46437           | Transferase, antioxidant                        | down                                     |
| hsp10                     | 10 kDa heat shock protein, mitochondrial  | comp63721_c5_seq1 | Q5DC69           | protein folding                                 | up                                       |
| hsp23                     | Heat shock protein 23                     | comp54992_c0_seq1 | P02516           | protein folding                                 | up                                       |
| hsp70                     | Heat shock protein 70 B2                  | comp64140_c1_seq7 | P41827           | stress response                                 | up                                       |
| hsp70-3                   | Heat shock 70 kDa protein cognate 3       | comp58617_c2_seq1 | P29844           | protein folding                                 | up                                       |

|                        |                                                                        |                   |        |                                                |      |
|------------------------|------------------------------------------------------------------------|-------------------|--------|------------------------------------------------|------|
| hsp70-5                | Heat shock 70 kDa protein cognate 5                                    | comp63373_c1_seq4 | P29845 | protein folding                                | up   |
| hsp90 activator        | Activator of 90 kDa heat shock protein ATPase homolog 1                | comp63956_c0_seq2 | O95433 | co-chaperone of hsp90                          | up   |
| MAPK-activator         | Arf-GAP with dual PH domain-containing protein 1                       | comp62480_c4_seq2 | O75689 | regulation of GTPase activity                  | up   |
| mito enolase           | Mitochondrial enolase superfamily member 1                             | comp58198_c0_seq2 | Q7L5Y1 | amino acid and carbohydrate catabolism         | down |
| mobility group         | Mobility group protein 1A                                              | comp38073_c0_seq1 | P40622 | DNA binding                                    | down |
| PGM                    | Phosphoglucomutase                                                     | comp63948_c2_seq1 | Q7KHA1 | glucose metabolic process                      | down |
| phenoloxidase 2        | Phenoloxidase subunit 2                                                | comp61132_c0_seq1 | Q27452 | melanin biosynthesis, defense response         | down |
| phenoloxidase A3       | Phenoloxidase subunit A3                                               | comp56149_c0_seq1 | Q9V521 | melanin biosynthesis, defense response         | down |
| procollagen            | Procollagen-lysine,2-oxoglutarate 5-dioxygenase 1                      | comp61977_c0_seq1 | P24802 | collagen formation                             | down |
| protein henna          | Protein henna EC                                                       | comp64492_c0_seq6 | P17276 | amino acid metabolism                          | up   |
| protein ubiquitination | E3 ubiquitin-protein ligase RNF139                                     | comp63534_c0_seq2 | Q8WU17 | protein ubiquitination regulation              | up   |
| RNA-binding            | RNA-binding protein Rsf1                                               | comp55145_c0_seq1 | Q24491 | gene expression regulation                     | down |
| TAM41                  | Mitochondrial translocator assembly and maintenance protein 41 homolog | comp60449_c0_seq4 | Q8INF2 | cardiolipin biosynthesis                       | up   |
| TRAP-beta              | Translocon-associated protein subunit beta                             | comp31633_c0_seq1 | P23438 | co-translational protein targeting to membrane | down |
| trehalose transporter  | Facilitated trehalose transporter Tret1                                | comp63446_c0_seq1 | A9ZSY3 | sugar transport                                | down |

|                              |                          |                        |        |                            |      |
|------------------------------|--------------------------|------------------------|--------|----------------------------|------|
| xanthine dehydro             | Xanthine dehydrogenase   | comp64423_c0_seq2      | P08793 | xanthine catabolic process | up   |
| zonadhesin                   | Zonadhesin Flag          | comp62844_c0_seq3      | O88799 | cell adhesion              | down |
| <b>Reference Transcripts</b> |                          |                        |        |                            |      |
| elongation 1B                | Elongation factor 1-beta | comp51037_c0_seq1      | P29522 | Protein biosynthesis       | down |
| troponin                     | Troponin I               | comp62634_c1_seq1<br>4 | P36188 | Actin binding              | down |
| unknown ref                  | NA                       | comp60946_c5_seq1      | NA     | NA                         | up   |

**Table S3 .** Tukey multiple comparison tests. Significance codes for adjusted p-values: 0=\*\*\*, 0.001=\*\*, 0.01=\*, 0.05=., 0.1=NS **A)** Population differentiation PC1 **B)** Population differentiation PC2 **C)** Angelo dates PC1

A)

|                                   | <i>P adj</i> |
|-----------------------------------|--------------|
| <b>Population</b>                 |              |
| BigCreek-Angelo                   | NS           |
| Sagehen-Angelo                    | ***          |
| Sagehen-BigCreek                  | ***          |
| <b>Treatment</b>                  |              |
| HS-control                        | *            |
| stream-control                    | *            |
| stream-HS                         | NS           |
| <b>Population*Treatment</b>       |              |
| Sagehen:stream - Angelo:stream    | ***          |
| Sagehen:stream - BigCreek:stream  | ***          |
| Sagehen:stream - BigCreek:control | ***          |
| Sagehen:stream - Angelo:control   | ***          |
| Sagehen:stream - Sagehen:control  | ***          |
| Sagehen:stream - Angelo:HS        | **           |
| Angelo:stream - BigCreek:HS       | **           |
| Sagehen:stream - Sagehen:HS       | **           |
| BigCreek:stream - BigCreek:HS     | **           |
| Angelo:stream - Sagehen:HS        | .            |
| BigCreek:HS - BigCreek:control    | .            |
| BigCreek:HS - Angelo:control      | .            |
| Sagehen:stream - BigCreek:HS      | NS           |
| BigCreek:stream - Sagehen:HS      | NS           |
| Sagehen:HS - Angelo:control       | NS           |

|                                    |    |
|------------------------------------|----|
| Sagehen:HS - BigCreek:control      | NS |
| Angelo:stream - Angelo:HS          | NS |
| BigCreek:HS - Sagehen:control      | NS |
| BigCreek:stream - Angelo:HS        | NS |
| Angelo:HS - Angelo:control         | NS |
| Angelo:HS - BigCreek:control       | NS |
| Angelo:stream - Sagehen:control    | NS |
| Sagehen:HS - Sagehen:control       | NS |
| BigCreek:HS - Angelo:HS            | NS |
| BigCreek:stream - Sagehen:control  | NS |
| Sagehen:control - Angelo:control   | NS |
| Sagehen:HS - Angelo:HS             | NS |
| Angelo:stream - BigCreek:control   | NS |
| Sagehen:control - BigCreek:control | NS |
| Angelo:HS - Sagehen:control        | NS |
| BigCreek:stream - Angelo:stream    | NS |
| Angelo:stream - Angelo:control     | NS |
| Sagehen:HS - BigCreek:HS           | NS |
| BigCreek:stream - BigCreek:control | NS |
| BigCreek:control - Angelo:control  | NS |
| BigCreek:stream - Angelo:control   | NS |
| Sagehen:control - Angelo:control   | NS |
| Sagehen:HS - Angelo:HS             | NS |
| Angelo:stream - BigCreek:control   | NS |

B)

|                                    | <i>P adj</i> |
|------------------------------------|--------------|
| <b>Population</b>                  |              |
| BigCreek - Angelo                  | ***          |
| Sagehen - Angelo                   | NS           |
| Sagehen - BigCreek                 | ***          |
| <b>Treatment</b>                   |              |
| HS-control                         | NS           |
| stream-control                     | NS           |
| stream-HS                          | NS           |
| <b>Population*Treatment</b>        |              |
| Angelo:HS - BigCreek:control       | *            |
| Sagehen:stream - BigCreek:control  | *            |
| BigCreek:control - Angelo:control  | *            |
| Sagehen:control - BigCreek:control | .            |
| BigCreek:stream - Angelo:HS        | NS           |
| BigCreek:stream - Angelo:control   | NS           |
| Sagehen:stream - BigCreek:stream   | NS           |
| BigCreek:stream - Angelo:stream    | NS           |
| Sagehen:HS - BigCreek:control      | NS           |
| BigCreek:stream - Sagehen:control  | NS           |
| BigCreek:stream - Sagehen:HS       | NS           |
| BigCreek:HS - BigCreek:control     | NS           |
| BigCreek:HS - Angelo:HS            | NS           |
| BigCreek:HS - Angelo:control       | NS           |
| Angelo:stream - BigCreek:HS        | NS           |
| Sagehen:stream - BigCreek:HS       | NS           |
| BigCreek:HS - Sagehen:control      | NS           |

|                                    |    |
|------------------------------------|----|
| BigCreek:stream - BigCreek:HS      | NS |
| Sagehen:HS - Angelo:HS             | NS |
| Sagehen:HS - Angelo:control        | NS |
| Sagehen:HS - BigCreek:HS           | NS |
| BigCreek:stream - BigCreek:control | NS |
| Angelo:stream - Sagehen:HS         | NS |
| Sagehen:stream - Sagehen:HS        | NS |
| Sagehen:HS - Sagehen:control       | NS |
| Sagehen:stream - Angelo:HS         | NS |
| Sagehen:stream - Angelo:control    | NS |
| Angelo:HS - Sagehen:control        | NS |
| Sagehen:control - Angelo:control   | NS |
| Sagehen:stream - Angelo:stream     | NS |
| Angelo:HS - Angelo:control         | NS |
| Angelo:stream - Angelo:control     | NS |
| Angelo:stream - Sagehen:control    | NS |
| Sagehen:stream - Sagehen:control   | NS |
| Angelo:stream - Angelo:HS          | NS |

C)

|                                     | <i>P adj</i> |
|-------------------------------------|--------------|
| <b><i>Date</i></b>                  |              |
| early-late                          | ***          |
| <b><i>Treatment</i></b>             |              |
| HS-control                          | ***          |
| stream-control                      | NS           |
| stream-HS                           | ***          |
| <b><i>Date*Treatment</i></b>        |              |
| late:stream - early:HS              | ***          |
| early:HS - late:control             | ***          |
| late:stream - late:HS               | **           |
| late:HS - late:control              | **           |
| early:stream - early:HS             | *            |
| late:stream - early:control         | .            |
| <i>late:control - early:control</i> | .            |
| early:HS - early:control            | NS           |
| early:stream - late:HS              | NS           |
| <i>late:stream - early:stream</i>   | NS           |
| early:stream - late:control         | NS           |
| late:HS - early:control             | NS           |
| early:stream - early:control        | NS           |
| <i>late:HS - early:HS</i>           | NS           |
| late:stream - late:control          | NS           |
| late:stream - early:control         | NS           |

How the deposited data were processed for this re-analysis (not part of the article)

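The data are 20 RNA-seq libraries of thorax tissue from larvae of *Dicosmoecus gilvipes* held at 15.5, 20, 25 or 28.6°C, 5 libraries per temperature. The supplement's library table gives 8 animals and 1 pool for each temperature, and its text gives 5 independent pooled samples of the same individuals. Libraries of a temperature were treated as its replicates, so the error terms leave out variation between animals. All libraries were run on 1 lane.

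The authors trimmed reads, joined overlapping pairs, mapped them to their assembled transcriptome of 135858 contigs and counted them with eXpress, and each deposited file holds the unmodified output for a library. In these files a count is the whole number of reads that map to a contig at all, or to that contig only, as the authors' program wrote it. The estimated count was made by the authors with eXpress, which divides reads that map to several contigs by probability, and the effective count is the same value adjusted for length bias. FPKM was computed by the authors' eXpress run, per length of contig and total of mapped fragments. The table of differentially expressed transcripts was deposited by the authors as centred log2 values, 1 per transcript and library, and was found to hold log2(FPKM + 1) minus the mean of each transcript. No column was left unread, and the parameter files of eXpress served only to find the longest read position of each library.

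Estimated counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Transcripts with at least 2 CPM in at least 4 of the 20 libraries were retained and normalized by TMM. A quasi-likelihood fit with a coefficient per temperature gave the 6 comparisons, with a prior count of 2 for fold changes. P values were adjusted by the method of Benjamini and Hochberg within each comparison. Transcripts past an adjusted p of 0.05 and a fold change of 4 or 0.25 were called. Clustering used k-means in R with 8 clusters and 50 starts on log2(FPKM + 0.5) centred on the median of each transcript, after a filter that kept a range of at least 1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 made the tables.

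The transcripts named in the text follow a rule set before the files were read. It takes each of the 31 target and 3 reference transcripts of Supplementary Table S2 by contig identifier, and the 2 highest and 2 lowest fold changes at 28.6°C against 15.5°C among called transcripts with a mean of at least 10 CPM and no overlap between the libraries of the 2 temperatures. Fig. S2 shows the direction of most targets, so that direction had been seen. The ribosomal-like contigs were singled out after their values were seen.

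Depth per library was between 6756103 and 14236152 estimated counts. A transcript at 2 CPM has few counts at that depth, and the 2 libraries of 20°C with many ribosomal-like counts hold 5484995 and 2485595 other counts. The procedure was tested on simulated data. Between 15.5°C and 28.6°C, 200 of 29292 transcripts were changed, all drawn from those with a mean of at least 10 CPM. An adjusted p below the threshold recovered 77% of 2-fold and 97% of 8-fold changes. With the fold criterion added, 0% and 97% were called. Among unchanged transcripts 13 were below the adjusted p and 8 were called. All simulated libraries shared the same mean profile, so the uneven ribosomal-like shares were not imitated. In the real comparison 13708 transcripts were below the adjusted p. The rates therefore do not describe transcripts near 2 CPM, or data in which as many transcripts change. Simulated clusters had 8 fixed profiles with the same noise in every library, and 100% of 800 transcripts fell in their own cluster. That setting has no outlying libraries and no differences in profile within a cluster. It therefore does not show how well the real clusters are separated.

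The alternatives set before the data were examined were the edgeR likelihood ratio test, DESeq2 1.42.0, RLE factors, library size only, other filters on low counts, effective and unique counts, sums per Trinity subcomponent, a fit of 2 temperatures only, the replicate number as a block, the library set as a covariate, the adjusted p alone, a test against a fold change of 2 with glmTreat, each library left out, and each pair of 20°C libraries left out. For FPKM the pseudocount, the number of clusters and the values clustered were varied. Leaving out the ribosomal-like contigs, FPKM rescaled to a common sum and the authors' deposited table as input were added after the data had been seen. NanoString counts of the field populations and the read files are not analysed here.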

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

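The tests of the library set and of the temperature of the animals as causes of the ribosomal-like share were chosen only after the result was seen; the other tests in this part were written before their own results were seen, but after the shares of the ribosomal-like contigs had been seen.

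A signal outside the transcripts the paper discusses lay in 10 contigs of a subcomponent, 6 of which the authors' table annotates as antisense to ribosomal RNA. The 10 contigs took 77.0% of the counts in replicate 4 and 45.0% in replicate 1 of 20°C, and at least 4.91% in each library of 28.6°C. Their share accounts for the low FPKM of most transcripts in these 2 libraries of 20°C. Over 24189 transcripts, the median log2 FPKM of replicate 4 lay at -2.14 against replicates 2, 3 and 5, where the share predicts -2.11, and at -0.045 once the contigs were left out. For replicate 1 the same values were -0.91, -0.85 and -0.07. The higher share at 28.6°C stays open. Among libraries without joined reads, the lowest share at 28.6°C was 2.46 percentage points above the highest of the 3 libraries at 15.5 and 25°C. At 20°C, however, libraries of the same animals without joined reads ran from 0.513% to 77.0%, a range that holds every share at 28.6°C. No library with joined reads in any temperature was above 1.26%. All libraries of 28.6°C lack joined reads, so the library set or library preparation cannot be told apart from temperature. The share was higher at 28.6°C than at 15.5°C in 5 of 5 libraries, and the exact two-sided permutation test gives p = 0.00794, the smallest that 5 against 5 libraries allow. That value only restates the lack of overlap that had already been seen and adds no evidence. Each temperature has 1 group of animals, so the temperature of the animals and a difference between these groups cannot be told apart either.

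Replicate 4 of 20°C also stood apart in its mean correlation with the other libraries of its temperature, 0.810 against 0.851 to 0.867. A smaller number of other counts does not account for all of it. With the 20°C libraries thinned to 2421550 counts each outside the ribosomal-like contigs, replicate 4 correlated with replicates 2, 3 and 5 at 0.854, while these correlated with each other at 0.902 to 0.907. Replicate 1 correlated with them at 0.891 (0.888 to 0.894), also below that range. The division of counts between contigs of a subcomponent is not the whole cause either, because over the 5464 transcripts of subcomponents with 1 contig replicate 4 still lay at 0.959, below the 0.965 to 0.966 among replicates 2, 3 and 5, though the gap was smaller. Replicate 1 lay at 0.963 (0.962 to 0.964) there. A wrong temperature label is argued against for replicates 1 and 4, which both correlated most closely with the rest of 20°C, by a margin of at least 0.0480 over the closest other temperature. What remains of the difference is unexplained. Libraries of a temperature hold the same animals, so no biological difference between them was tested.

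Single libraries lay far from the other 4 of their temperature in 8 named transcripts. At 15.5°C these were hsp23 in replicate 4 (55.4 CPM against 57.4 to 58.2), hsp70 in replicate 2 (0.396 CPM, where the highest other library had 0.104) and troponin in replicate 1 (1197 CPM against 912 to 984). At 20°C they were MAPK-activator in replicate 5 (8.44 CPM against 5.70 to 6.40), and protein henna (30.9 CPM against 39.4 to 41.9) and zonadhesin (17.9 CPM against 23.5 to 25.0) in replicate 4. At 25°C TRAP-beta in replicate 1 had 37.4 CPM against 29.7 to 31.8, and at 28.6°C the reference without annotation in replicate 3 had 29.8 CPM against 25.1 to 25.4. With the mean correlation above, 9 of 164 groups of 5 libraries passed the criterion, where chance alone gives about 1 in 20, or 8.2. No cause was tested for them singly.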

How the results depend on the processing

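Leaving out the ribosomal-like contigs and taking the authors' table as input were tests chosen only after the result was seen; the other settings were set beforehand. The deposited TPM alternative was not run, since the files hold no such column.

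The number of transcripts called in any comparison lay within 1.5 times the reported number under 42 of 46 alternatives. Leaving out 1 library gave 6113 to 6366, DESeq2 6565 and the edgeR likelihood ratio test 6500. The number of targets past the adjusted p in their expected direction was 26 to 30 under 46 alternatives. It was 26 of 26 tested with unique counts, 26 of 30 in the glmTreat test against a fold change of 2 and 27 of 30 with library size only. Over the 37 named transcripts, 1659 of 1694 alternative fold changes kept their direction and their side of the threshold, 22 lost the threshold, 9 gained it and 4 changed direction. Unique counts gave a value for 29 of them.

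Counts of called transcripts moved further under these settings, listed in the order 20 against 15.5°C, 25 against 15.5°C, 28.6 against 15.5°C, 25 against 20°C, 28.6 against 20°C and 28.6 against 25°C. Without a filter on low counts 17584 were called in any comparison and 2958, 4865, 11230, 1943, 7271 and 4082 in each, with more transcripts tested. With the adjusted p alone 19865 were called, and 8753, 11133, 13708, 6742, 12207 and 9101 in each, since a criterion was dropped. Unique counts gave 3514, and 844, 1222, 2322, 582, 1955 and 1084, with 18661 transcripts retained. Sums per subcomponent gave 1566, and 308, 464, 1032, 217, 892 and 424, over fewer features. With library size only, 2572 were called at 20 against 15.5°C and 2110 at 25 against 20°C. That setting leaves out the TMM factors, which are low in 2 libraries of 20°C. The filter that required all 20 libraries retained 7310 transcripts.

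Of the named transcripts, procollagen changed direction in sums per subcomponent (0.71, adjusted p = 7.7e-15 from edgeR, where its alternatives ranged from 3.1e-19 to 0.000394). Elongation 1B (-0.17), troponin (-0.023) and the unannotated reference (-0.012) changed direction with library size only, which moved the median of all transcripts by a similar amount. PGM passed the adjusted p in sums per subcomponent (-1.05), without 15.5°C replicate 4 (-0.77), without 20°C replicate 3 (-0.63) and without 28.6°C replicate 2 (-0.87), and without the 20°C pairs 1 and 3, 2 and 3, 3 and 4, and 3 and 5 (-0.63 to -0.64). Over its alternatives the adjusted p of PGM ranged from 1.1e-17 to 1. The cause was not tested. Without 15.5°C replicate 2, hsp70 changed by 13.46 in place of 12.08, because that library holds most of its few counts at 15.5°C.

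Adjusted p from edgeR for any difference among temperatures lost the threshold for troponin with library size only (0.197) and without a filter (0.214), and for the unannotated reference in the same settings (0.384 and 0.435). For the latter it was 0.000465 to 0.0501 with 1 library left out, the highest without 15.5°C replicate 1, and 0.0620, 0.0674, 0.0666, 0.0655 and 0.0695 without the 20°C libraries 1 and 2, 1 and 3, 1 and 5, 2 and 5, and 3 and 5. Elongation 1B gained the threshold with unique counts (0.0294), sums per subcomponent (0.00848) and without the 20°C libraries 4 and 5 (0.0416). The cause was not tested. Percentiles of the coefficient of variation for elongation 1B, troponin and the unannotated reference became 5.00, 2.52 and 1.26 among transcripts of similar FPKM, and 1.29, 1.68 and 3.49 in TMM-scaled CPM. Without the ribosomal-like contigs they lay at 0.126, 0.0205 and 0.778.

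The replicate number as a block called 6500 transcripts in any comparison, 6116 of them also called without the block, and moved elongation 1B to an adjusted p of 0.00361 and PGM to 0.0326 (edgeR). The numbers do not pair libraries across temperatures. Residuals of libraries with the same number correlated at -0.025 to 0.052 over 30 pairs, none above 0.1, so the block result is given only here.

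The range filter passed 2223 transcripts of the authors' table. The numbers of clusters, 3 higher, 3 lower and 2 neither, were kept with a pseudocount of 0.1, with transcripts scaled to an SD of 1 and without each pair of 20°C libraries. Only these numbers were compared, and not which transcripts each class held. With transcripts scaled to an SD of 1, a lower and a higher cluster had their highest mean at 25°C, 0.95 and 1.00. No higher or lower cluster of the main setting did so. The numbers were 3, 2 and 3 with a pseudocount of 1 and in log2 CPM, 3, 2 and 1 with k = 6, 4, 4 and 2 with k = 10, and 3, 4 and 1 with the authors' table. The strongest mean increase was 4.66 with a pseudocount of 0.1, 2.81 with a pseudocount of 1, 3.09 with k = 6, 6.66 with k = 10, 3.45 in log2 CPM, 1.36 with transcripts scaled to an SD of 1 and 5.26 in the authors' table. The strongest mean decrease was -2.66, -1.93 and -1.98 in the first 3 of these settings, -1.76 in log2 CPM and -1.14 with scaled transcripts. Without pairs of 20°C libraries the increase was 3.20 (1 and 3), 3.20 (1 and 5), 3.18 (2 and 5), 3.20 (3 and 4), 3.15 (3 and 5) and 3.20 (4 and 5), and the decrease -2.26 (1 and 4), -2.28 (2 and 4), -2.31 (3 and 4) and -2.28 (4 and 5). Scaling to SD 1 lowers these means by construction; for the others the cause was not tested.

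In log2(FPKM + 0.5) the mean correlations of replicates 1 to 5 of 20°C were 0.917, 0.919, 0.916, 0.882 and 0.920, with replicate 4 lowest again; the cause of the higher level was not tested. Depth limits what can be said of transcripts near 0 counts, such as hsp70 with 9 counts and carbonic anhydrase with 13 counts over the 15.5°C libraries, whose fold changes depend on the prior count.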

Differences from the paper's values

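Taking the authors' table as input was chosen only after the values were seen; the other settings named were set before the data were examined.

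The paper gives 2586 differentially expressed transcripts, and 6367 were called in any comparison here. Of the settings fixed beforehand only unique counts, with 3514, came within 1.5 times the paper's number, and the others did not, among them the edgeR likelihood ratio test with 6500. Of the paper's 2586 transcripts, 1682 were called here and 653 were not retained by the filter on low counts. In 398 of the paper's transcripts every library lay below 2 CPM, and in 55 no library had a count after rounding.

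After the range filter the paper keeps 934 transcripts, and 6338 passed here. None of the settings fixed beforehand came within 1.5 times the paper's number. The authors' table as input gave 2223, and raising the minimum range of that table to 3 left 1168 of the paper's 2586 transcripts, which is within 1.5 times the paper's number but was tried only after its values were seen.

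The strongest mean induction at the highest temperature is about 5.3 in Fig. S1, read by eye, and was 3.30 here. The supplement's text gives 4 on the log2 scale for this cluster. The SD of the cluster mean over the 5 libraries was 0.091, and 3.30 lies further than that from both of the paper's values, as do all settings fixed beforehand. The authors' table as input, chosen after seeing the values, gave 5.26, within its SD of the figure's value but not of the text's, with 2223 of the paper's 2586 transcripts left by the range filter. The strongest mean decrease is given as approximately -2 in the paper's supplement and was -2.11 here, with an SD over libraries of 0.092. A pseudocount of 1 (-1.93) and k = 6 (-1.98) came within their SD of the paper's value and the other settings fixed beforehand did not; the authors' table, chosen after seeing the values, gave -2.02, again with 2223 transcripts.

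That cluster has 25 transcripts in the paper's Table S1 and 368 here. Of the settings fixed beforehand k = 10, with 32, came within 1.5 times and the others did not; the authors' table, chosen after seeing the values, gave 25. The cluster of strongest decrease has 163 transcripts in the paper's Table S1 and 712 here. No setting fixed beforehand came within 1.5 times, and the authors' table, chosen after seeing the values, gave 183.

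The paper's target list holds a copper chaperone (comp58560_c3_seq5) with 124 counts over all libraries, too few to be retained here and not in the authors' table. PGM is listed as falling with heat; its fold change was -0.63 with an edgeR adjusted p of 0.0721, and it is not in the authors' table. It passes in sums per subcomponent. For the references, Supplementary Table S2 gives an expected decrease for elongation 1B and troponin, where log2 fold changes at 28.6°C against 15.5°C were 0.13 and 0.28, and -0.17 and -0.02 with library size only. Mean FPKM of elongation 1B went from 430.8 to 390.9 and that of troponin from 928.4 to 931.2.

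The supplement describes its table as median-centred. The deposited values are centred on the mean of each transcript, and the absolute median of a transcript had a median of 0.162. The supplement's text on the clusters names a highest temperature that is not among the 4 treatments, and 28.6°C was taken for it.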

Other observations

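The library set as a covariate was set before the result was seen, but the limit its test was held to was chosen only after the result was seen; the other tests in this part were written before their own results were seen.

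Libraries of a temperature hold the same animals, yet differed by more than sampling noise. Among transcripts with a mean of 50 to 500 counts, the chi-square divided by its degrees of freedom had a median of 1.54 (1.12 to 2.66 over 40 pairs) for 2140 transcripts of subcomponents with 1 contig, and of 9.79 (8.59 to 21.3) for 8237 transcripts of subcomponents with 2 or more. The difference is in line with the division of reads between similar contigs as a source of most of the spread between libraries; library preparation was not tested. No biological explanation was tested, since the animals are the same.

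At 28.6°C against 15.5°C, 3895 transcripts were called, which lay in 2577 subcomponents, while 1032 summed subcomponents were called. Of the called transcripts, 40.9% (1594) lay in subcomponents whose summed counts changed less than 2-fold. That is under the share of over 50% that was set in advance for division between contigs to be the main cause. The share leaves out sums that changed by 2-fold or more but short of the 4-fold criterion. It therefore does not settle whether division is the main cause. In 516 (13.2%) a contig of the same subcomponent was called in the opposite direction. Calls were made in 9.18% of transcripts that were the only retained contig of their subcomponent and in 14.9% of those with other retained contigs in theirs. Division between contigs may account for part of the calls; shifts between isoforms with temperature were not tested and stay open.

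The libraries with and without joined reads are unevenly spread over temperatures. With this library set as a covariate, 6350 transcripts were called in any comparison. Of the 6367, 5905 were called again in any comparison, which argues against the library set as the source of most calls. Within a comparison and direction fewer were kept in some, 1342 of 1825 at 28.6 against 25°C and 861 of 1159 at 25 against 20°C. At 28.6 against 15.5°C it was 3417 of 3895, and at 28.6 against 20°C 3182 of 3311. For 20 and 25 against 15.5°C, 1178 of 1360 and 2003 of 2112 were kept. At 28.6°C no library has joined reads, so its covariate effect is estimated from the other temperatures.

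Other divisions of the 10 libraries of each comparison into groups of 5 were counted, with 100 drawn at random, the real one included. Only the 10 libraries of the 2 temperatures entered each of these fits, in which the real division called 1228, 2084, 3872, 1020, 3148 and 1764 transcripts, in the order of the comparisons below, against 1360, 2112, 3895, 1159, 3311 and 1825 in the fit of all 20 libraries. In each of the 6 comparisons 1 of the 100, the real division, gave as many called transcripts, and the others gave at most 2. A random grouping can be excluded as the source of the counts of these fits at 20 against 15.5°C, 25 against 15.5°C, 28.6 against 15.5°C, 25 against 20°C, 28.6 against 20°C and 28.6 against 25°C. It does not bear on differences between the groups of animals, which are 1 per temperature.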
